# Sex-biasing influence of autism-associated *Ube3a* gene overdosage at connectomic, behavioral, and transcriptomic levels

**DOI:** 10.1126/sciadv.adg1421

**Published:** 2024-07-12

**Authors:** Caterina Montani, Luigi Balasco, Marco Pagani, Filomena Grazia Alvino, Noemi Barsotti, A. Elizabeth de Guzman, Alberto Galbusera, Alessia de Felice, Thomas K. Nickl-Jockschat, Sara Migliarini, Simona Casarosa, Pierre Lau, Lorenzo Mattioni, Massimo Pasqualetti, Giovanni Provenzano, Yuri Bozzi, Michael V. Lombardo, Alessandro Gozzi

## Abstract

Genomic mechanisms enhancing risk in males may contribute to sex bias in autism. The ubiquitin protein ligase E3A gene (*Ube3a*) affects cellular homeostasis via control of protein turnover and by acting as transcriptional coactivator with steroid hormone receptors. Overdosage of *Ube3a* via duplication or triplication of chromosomal region 15q11-13 causes 1 to 2% of autistic cases. Here, we test the hypothesis that increased dosage of *Ube3a* may influence autism-relevant phenotypes in a sex-biased manner. We show that mice with extra copies of Ube3a exhibit sex-biasing effects on brain connectomics and autism-relevant behaviors. These effects are associated with transcriptional dysregulation of autism-associated genes, as well as genes differentially expressed in 15q duplication and in autistic people. Increased Ube3a dosage also affects expression of genes on the X chromosome, genes influenced by sex steroid hormone, and genes sex-differentially regulated by transcription factors. These results suggest that *Ube3a* overdosage can contribute to sex bias in neurodevelopmental conditions via influence on sex-differential mechanisms.

## INTRODUCTION

Early-onset neurodevelopmental conditions tend to show a sex bias, with males being more affected than females (*1*). This imbalance is especially evident in the case of autism, where the male:female ratio is around 3:1 (*2*). Several ideas have been proposed to explain this phenomenon (*3*, *4*). Multiple risk factors that enhance risk in males have been identified, including the influence of steroid hormones, (*5*, *6*) and their prenatal programming effect on sex differences in structural and functional brain development of relevance to autism (*7*–*9*). Also, evidence for a possible genetic female protective effect has been reported. Autistic females tend to show an increased burden of rare de novo variants (*10*, *11*) as well as higher polygenic risk from inherited common variants (*12*, *13*). Rare deleterious variants are also transmitted maternally at higher rates (*14*, *15*). Both female protective and male risk factors have been theorized to work concurrently within a multiple liability threshold model of sex-differential risk for autism (*16*). However, despite these theoretical underpinnings, the exact mechanisms and genetic determinants that explain sex bias in autism are still largely unknown.

Sex-specific genetic, transcriptomic, and regulatory architectures are implicated in most diseases and complex traits (*17*–*19*). Together with sex-differential hormonal environments affecting mid-gestational periods (*7*, *20*), genetic risk factors may interact with sex to produce differential multiomic effects (e.g., at transcriptome, connectome, and phenome levels) that could either amplify risk in males or reduce risk in females, and thereby result in a sex bias in autism. A key mechanism that may exert such sex-differential multiomic effects in autism may reside within the function of the ubiquitin protein ligase E3A (Ube3a). *Ube3a* is located on chromosome 15q11-13, and deletions of this chromosomal region result in Prader-Willi or Angelman syndrome (AS), depending on whether the paternal or maternal copy is deleted (*21*). Duplication or triplication of this region also has an important neurodevelopmental impact, resulting in intellectual disability, epilepsy, and autism—a syndrome commonly referred to as dup15q syndrome (*22*–*24*). These genetic alterations can explain 1 to 2% of all autism cases and thus represent one of the strongest genetic risk factors for autism (*25*, *26*). In keeping with this, animal studies have shown that the increased *Ube3a* dosage reconstitutes autism-like traits in animals, an effect that may be mediated by impaired glutamatergic transmission (*27*).

Ube3a is commonly known for its role in protein degradation, and numerous proteins involved in neurodevelopment and autism have been reported to be a ubiquitination target of this protein, including TSC2 (*28*), Ephexin5 (*29*, *30*), SK2 (*31*), and XIAP (*32*). However, a less investigated independent function (*33*, *34*) through which Ube3a can affect brain development is its role as transcriptional coactivator with steroid hormone receptors (*35*). Steroid hormone receptors are known to affect developmental mechanisms related to autism (*7*, *36*–*39*) and thereby represent one possible mechanistic avenue for explaining sex bias in neurodevelopmental disorders. Through these functions, Ube3a can thus affect the transcriptomic and proteomic architecture of the developing brain (*40*–*42*) and may serve as a putative effector of sex-specific phenotypes of relevance to autism. Previous work supports the mechanistic plausibility of this framework, as gene expression analysis in predominantly male samples has shown convergence of cortical transcriptome dysregulation in idiopathic autism and dup15q syndrome (*43*).

Here, we test the hypothesis that increased dosage of *Ube3a* may exert a sex-biasing influence on autism-related phenotypes of high translational relevance. We used the Ube3a2X mouse model (*27*, *32*, *44*), mimicking maternally inherited 15q11-13 triplication, to investigate how such a genomic risk factor interacts with sex to produce differential effects at connectomic, behavioral, and transcriptomic levels, i.e., Ube3a2X mice harbor two extra-copies of *Ube3a* transgene and exhibit deficits in cortical excitatory transmission, together with core autism traits of relevance for dup15q syndrome (*27*, *44*). We found that Ube3a can critically contribute to sex bias via transcriptional influence on genes located on the X chromosome and downstream targets of the androgen receptor, including multiple high-confidence autism-associated genes. Our results uncover a powerful sex-biasing genomic influence of Ube3a that could explain some of the sex bias in autism and related neurodevelopmental disorders.

## RESULTS

### *Ube3a* gene dosage affects prefrontal and hypothalamic functional connectivity in a sex-specific dependent fashion

Robust alterations in brain anatomy and functional connectivity have been described in multiple autism mouse models, including mouse lines harboring genetic alterations associated with dup15q syndrome (*45*, *46*). The observed anatomical and functional alterations partly recapitulate abnormalities observed in patient populations and are thus considered a sensitive marker of developmental dysfunction. To investigate whether *Ube3a* dosage exerts sex-specific effects on brain circuits, we first carried out spatially unbiased resting-state functional magnetic resonance imaging (rsfMRI) connectivity mapping in male and female mice with increased *Ube3a* gene dosage (Ube3a2X), modeling dup15q syndrome (*27*).

Using weighted degree centrality as a metric of global connectivity (*47*), we identified foci of global hypoconnectivity in the hypothalamus and thalamus of Ube3a2X mice, irrespective of sex (*t* > |2.1|, cluster-corrected; Fig. 1A). Sex-specific effects were also found with significant sex*genotype interactions in the basal forebrain and hypothalamic regions (*t* > |2.1|, cluster-corrected; Fig. 1B). As shown in Fig. 1B, this interaction effect reflected reduced global connectivity in Ube3a2X females (*P* = 0.03; Fig. 1B). In contrast, Ube3a2X males displayed a nonsignificant trend for increased functional connectivity in both prefrontal and hypothalamic areas (*P* = 0.10; Fig. 1B).

**Fig. 1.**
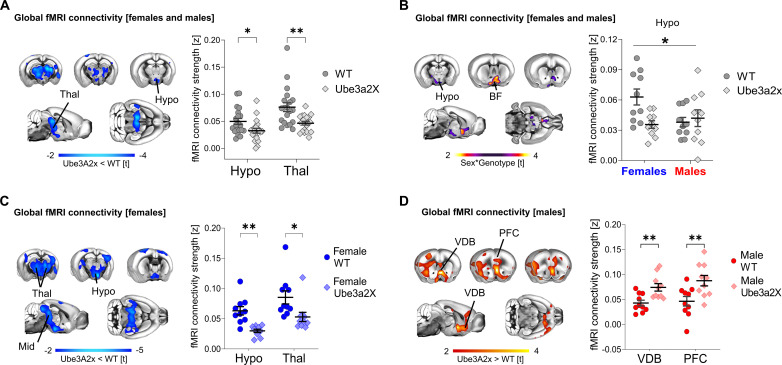
Increased *Ube3a* dosage affects global fMRI connectivity in a sex-dependent manner. (**A**) Contrast maps (left panel) illustrating difference in global fMRI connectivity strength between WT (*n* = 20) and Ube3a2X (*n* = 20) animals, irrespective of sex (blue indicates reduced connectivity, *t* test, *t* > 2; FWE cluster-corrected). Panel on the right illustrates quantification of global fMRI connectivity strength in representative regions of interest (*t* test; Hypothalamus, *t* = 2.44, *P* = 0.019; Thalamus, *t* = 3.36, *P* = 0.002). (**B**) Contrast maps (left panel) showing areas exhibiting sex*genotype interaction in global fMRI connectivity strength (purple-yellow indicates areas with significant interaction, *t* > 2; FWE cluster-corrected). Panel on the right illustrates the quantification of sex*genotype interaction in the hypothalamus (ANOVA, sex*genotype interaction, *F* = 5.85, *P* = 0.02). (**C**) Contrast maps (left panel) showing areas exhibiting decreased global fMRI connectivity strength in female Ube3a2X mice (*n* = 10) compared to female WT (*n* = 10) littermates (*t* test, *t* > 2; FWE cluster-corrected). The plot on the right illustrates quantification of global fMRI connectivity strength in representative regions of interest (*t* test; Hypothalamus, *t* = 4.50, *P* < 0.001; Thalamus, *t* = 2.44, *P* = 0.026). (**D**) Contrast maps (left panel) showing regions exhibiting increased global fMRI connectivity strength in male Ube3a2X mice (*n* = 10) compared to male WT (*n* = 10) littermates (red indicates increased connectivity, *t* test, *t* > 2; FWE cluster-corrected). Panel on the right illustrates quantification of global fMRI connectivity strength in both groups of males in representative regions of interest (*t* test; VDB, *t* = 3.33, *P* = 0.004; PFC, *t* = 2.90, *P* = 0.009). BF, basal forebrain; Hypo, hypothalamus; PFC, prefrontal cortex; Thal, thalamus; VDB, ventral diagonal band; Mid, Midbrain. *P < 0.05, **P < 0.01. Error bars indicate SEM.

Given the presence of sex*genotype interactions, we next carried out follow-up analyses in male and female mice, separately. These analyses revealed reduced global connectivity across a large set of mid-brain, hypothalamic, thalamic, and sensory areas in Ube3a2X females (*t* > |2.1|, cluster-corrected; Fig. 1C). The observed connectivity changes in Ube3a2X female mice are suggestive of a potential reduction in sex dimorphism in mutants compared to control animals. In contrast, Ube3a2X males showed increased global connectivity in prefrontal and basal forebrain areas (*t* > |2.1|, cluster-corrected; Fig. 1D). To probe the circuit-level substrates differentially affected in the two sexes, we next performed a set of seed-based connectivity analyses in regions exhibiting global connectivity differences (Fig. 2). These investigations revealed foci with significant sex*genotype interactions in hypothalamic, basal forebrain, and medial prefrontal areas, corroborating the involvement of these areas as key substrates for sex-divergent functional dysconnectivity produced by increased *Ube3a* dosage [*t* > |2.1|, family-wise error rate (FWER) cluster-corrected; Fig. 2, A and B]. Further investigation of these effects in each sex separately (Fig. 2, C to F) revealed that in Ube3a2X females, hypothalamic areas exhibit prominent hypoconnectivity with somatosensory cortex, thalamus, and hippocampus (*t* > |2.1|, FWER cluster-corrected; Fig. 2, C and E). In contrast, Ube3a2X males were characterized by functional hyperconnectivity between the medial prefrontal cortex (PFC), the anterior insula, and thalamic and hypothalamic regions (*t* > |2.1|, FWER cluster-corrected; Fig. 2, D and F). These findings suggest that hypothalamic and prefrontal circuits exhibit sex-specific, divergent patterns of dysconnectivity in mice with increased dosage of *Ube3a*.

**Fig. 2.**
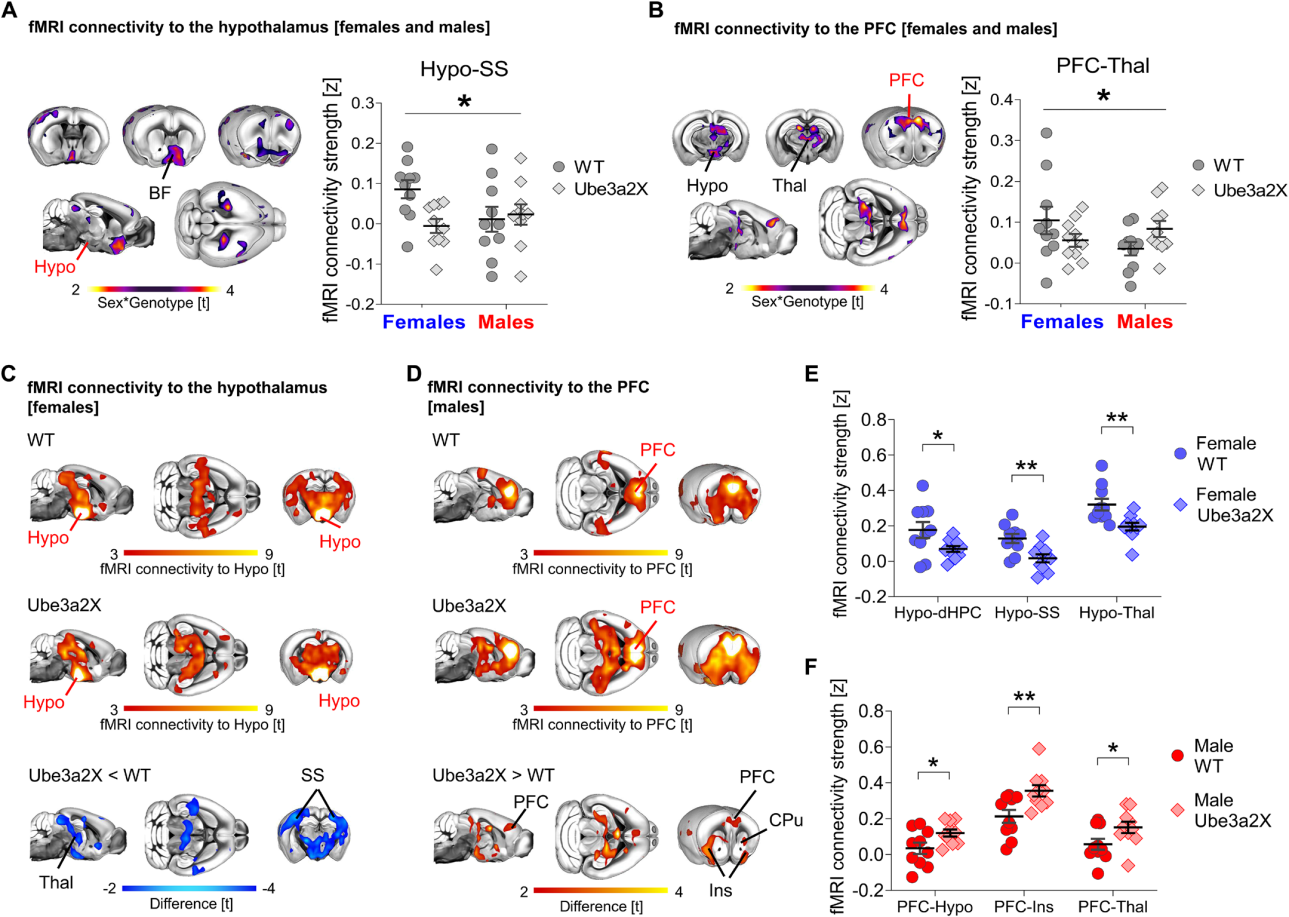
Divergent fMRI connectivity profiles in male and female Ube3a2X mutants. Seed-based connectivity mapping of (**A**) hypothalamus and (**B**) PFC. Contrast maps show areas exhibiting sex*genotype interaction of connectivity to the seed (purple-yellow coloring, sex*genotype interaction, *t* > 2; FWE cluster-corrected). The plots on the right illustrate the quantification of sex*genotype interaction of connectivity strength between the seed and the region of interest (ANOVA, Hypo-SS *F* = 4.42, *P* = 0.04, PFC-Thal *F* = 4.62, *P* = 0.04). Seed-based connectivity mapping of (**C**) hypothalamus in WT and Ube3a2X female mice, and (**D**) PFC in male WT and Ube3a2X mutants. Red-yellow coloring represents regions exhibiting fMRI connectivity with the seed region in control and Ube3a2X mice (WT, top panels; Ube3a2X, middle panels; one-sample *t* test, *t* > 3). Contrast maps are at the bottom of the panel (blue indicates reduced connectivity in Ube3a2X females, red indicates increased connectivity in Ube3a2X males, *t* test, *t* > 2). All statistics are FWE cluster-corrected. Quantification of connectivity strength between seeds and region of interest in the (**E**) female and (**F**) male groups (*P < 0.05, **P < 0.01, unpaired *t* test). Seed regions are indicated in red lettering. BF, basal forebrain; Hypo, hypothalamus; PFC, prefrontal cortex; Thal, thalamus; dHPC, dorsal hippocampus; Ins, insula; SS, somatosensory cortex; CPu, Caudate Putamen. *P < 0.05, **P < 0.01. Error bars indicate SEM, and each dot represents a mouse. Ube3a2X, *n* = 20 versus WT *n* = 20, *n* = 10 males and females within each group.

Local fMRI connectivity is also often disrupted in mouse models of autism (*47*, *48*). We thus investigated if sex-biased changes in connectivity would also be detectable on a local scale. Local connectivity mapping in Ube3a2X mice revealed foci of robustly decreased local connectivity in hypothalamus, thalamus, and hippocampus (*t* > |2.1|, cluster-corrected; fig. S1A), irrespective of sex. Significant sex*genotype interactions were observed in prefrontal, hippocampal, and hypothalamic regions (*t* > |2.1|, cluster-corrected; fig. S1B). This effect was mainly driven by decreased local connectivity in Ube3a2X females (*P* = 0.04; fig. S1B). Sex-specific effects were not apparent in brain anatomy (fig. S2). Gray matter (GM) voxel-based morphometry (*49*) revealed robust bilateral reductions in GM volume in the amygdala, thalamus, and hippocampus in Ube3a2X mice irrespective of sex (*t* > |2|, cluster-corrected; fig. S2). No sex*genotype interactions were identified upon voxelwise mapping (*t* > |2.1|; fig. S2C). Together, these imaging studies show that hypothalamic and prefrontal circuits exhibit divergent, sex-specific patterns of functional dysconnectivity in Ube3a2X mice.

### Male Ube3a2X mice exhibit increased stereotyped behavior

The observation of sex*genotype interactions in fMRI connectivity led us to investigate whether sex-specific behavioral dysfunction would be detectable in behavioral domains relevant to autism and other male-biased neurodevelopmental disorders. Motor issues (e.g., delays in achieving early motor milestones, hypotonia, clumsiness, and difficulties across visuomotor, fine, and gross motor skills) are a common, yet nondiagnostic, feature of many autistic individuals that increases with increased severity in core diagnostic domains (*50*–*52*). Previous research also indicates that 15qdup syndrome in humans is associated with motor impairments (*53*, *54*). We thus used the rotarod test to probe the presence of sex*genotype interactions in locomotor activity and motor coordination in Ube3a2X mice (Fig. 3). We found that Ube3a2X mutants exhibited motor impairments as assessed with latency to fall score [*F* = 16.2; *P* < 0.001, genotype, two-way analysis of variance (ANOVA); Fig. 3B], but this effect was not sex-specific (sex*genotype interaction, *F* = 0.29, *P* = 0.59; Fig. 3C). Further investigations using the open-field test (fig. S3A) revealed that Ube3a2X mice, irrespective of sex, showed comparable mobility (total distance traveled and frequency of rotations), time spent in the center of the field, and time spent wall rearing to control wild-type (WT) littermates (*P* > 0.32, genotype, all tests, two-way ANOVA; fig. S3A). These results rule out the presence of prominent anxiety-like phenotypes or hyperactivity in these mutants, hence arguing against a confounding contribution of motor hyperactivity on the results obtained with the rotarod test.

**Fig. 3.**
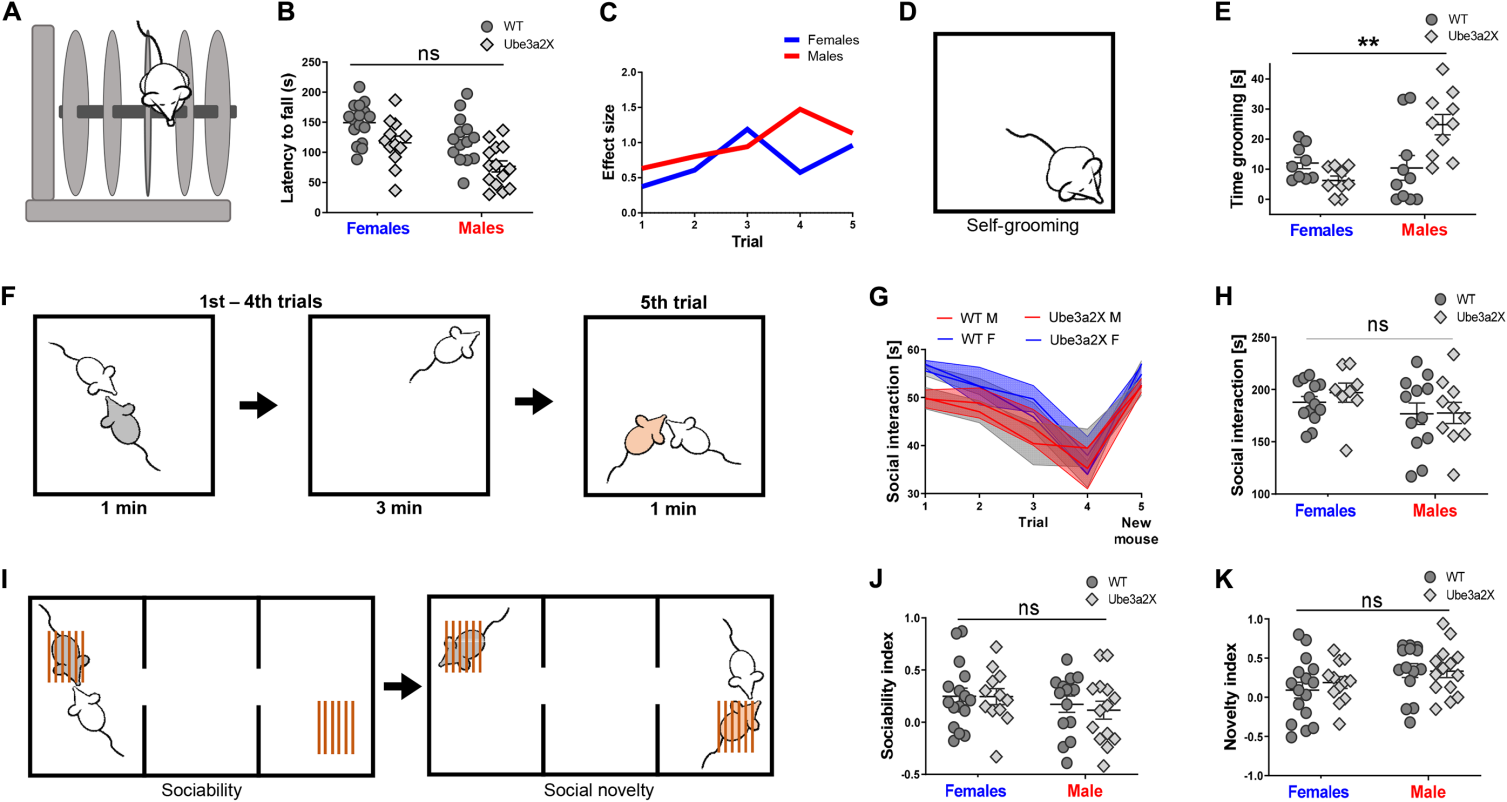
* Ube3a* dosage affects stereotyped behavior in a sex-dependent manner. (**A**) Rotarod test to assess locomotor activity. (**B**) Quantification of latency to fall (Ube3a2X *n* = 26, *n* = 14 males and *n* = 12 females; WT *n* = 30, *n* = 14 males and *n* = 16 females). Sex*genotype interaction was not significant (ANOVA, *F* = 0.29, *P* = 0.59). Both sex and genotype factors were instead significant (*F* = 12.3, *P* < 0.001 and *F* = 16.2, *P* < 0.001, respectively), driven by decreased latency in transgenic males (Tukey’s post hoc test, ***P < 0.001). (**C**) Cohen’s d effect size for the latency to fall. (**D**) Schematics of the self-grooming test. (**E**) Quantification of time spent grooming (Ube3a2X *n* = 20, *n* = 10 males and females; WT *n* = 20, *n* = 10 males and females). Sex*genotype interaction was significant (ANOVA, *F* = 10.95, **P = 0.002) and driven by increased grooming in male mutants. (**F**) Habituation/dishabituation social interaction test. (**G**) Social interaction duration in the habituation/dishabituation test for all trials (WT *n* = 25, *n* = 12 males and *n* = 13 females; Ube3a2X *n* = 18, *n* = 10 males and *n* = 8 females). (**H**) Cumulative social interaction during the first four trials of the habituation/dishabituation test. Sex*genotype interaction was not significant (ANOVA, *F* = 0.21, *P* = 0.64). (**I**) Schematics of the three-chamber test. (**J**) Quantification of the sociability index (WT *n* = 30, *n* = 14 males and *n* = 16 females; Ube3a2X *n* = 26, *n* = 14 males and *n* = 12 females). Sex*genotype interaction was not significant (ANOVA, *F* = 0.11, *P* = 0.73). (**K**) Quantification of novelty index. Sex*genotype interaction was not significant (ANOVA, *F* = 0.33, *P* = 0.57).

We next investigated the presence of autism-like stereotyped behavior using self-grooming scoring (*55*). These investigations revealed robust sex*genotype interactions (*F* = 11.0; *P* = 0.002, two-way ANOVA; Fig. 3E), explained by Ube3a2X males spending more time self-grooming compared to WT male littermates (*P* = 0.008; Fig. 3E), whereas Ube3a2X females exhibited a reverse trend of less time spent on self-grooming (*P* = 0.56; Fig. 3E). These results show that increased stereotyped behaviors are present in male but not female mutant mice.

We next probed social behavior in control and Ube3a2X mutants using a habituation/dishabituation social interaction test (Fig. 3, F to H) (*56*). We did not observe any genotype-dependent difference in sociability in Ube3a2X mice, nor sex*genotype interactions, both in terms of interaction time with the familiar mouse and upon measuring interaction with a novel stimulus mouse (*F* = 0.78, *P* > 0.51, all comparisons, two-way ANOVA; Fig. 3, G and H). To further investigate social behavior in Ube3a2X mice, we also tested mutant and control mice in a three-chamber test (Fig. 3, I to K, and fig. S3B) (*55*). Also in this test, we did not find any significant genotype-dependent effects or sex*genotype interaction in either sociability (*F* = 0.11; *P* = 0.73; two-way ANOVA; Fig. 3J) or social novelty index (*F* = 0.33; *P* = 0.57; Fig. 3K). In summary, increased *Ube3a* dosage affects motor ability but not sociability or social habituation responses. Sex-specific effects on stereotyped behavior were apparent, indicative of autism-like increased stereotyped behaviors in male but not in female Ube3a2X mutants.

### Increased *Ube3a* dosage results in sex-specific PFC transcriptomic dysregulation

Given the global and local connectivity abnormalities converging on the medial PFC and hypothalamus (Hypo), we next investigated if increased *Ube3a* dosage results in sex-specific transcriptomic dysregulation in those regions. 

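The read counts of 38 libraries from 25 mice were analysed. The PFC libraries numbered 20, with 5 for each combination of sex and genotype, and the Hypo libraries numbered 18, with 4 from WT and 5 from Ube3a2X mice of each sex. Both tissues came from the same animal in 13 mice. The paper's methods text gives 4 WT mice per sex, Fig. 4A shows 5 for the PFC, and all libraries were used. The authors prepared stranded paired-end mRNA libraries in 1 batch, aligned the reads to the GRCm38 genome with STAR, and counted them per gene with featureCounts, and the deposited counts carry no normalization. A deposited table of quality measures gives the RNA integrity number (RIN) of each library, which was 6.7 to 8.9 in the PFC and 6.8 to 9.3 in the Hypo. Its row for PFC WT male 266 names the sample by that number and the mouse as 66, and was taken as that library. The paper's methods text gives an average depth of 100 M paired-end reads, where M stands for mega, and the deposited numbers of aligned reads averaged 93.5 M per library when counted as pairs. In the PFC the reads counted on genes ranged from 46.2 to 57.4 M per library in WT females (median 49.1 M), from 36.89 to 59.6 M in Ube3a2X females (55.7 M), from 50.1 to 69.1 M in WT males (62.6 M), and from 48.7 to 65.5 M in Ube3a2X males (58.7 M). In the Hypo they ranged from 39.0 to 69.6 M in WT females (68.3 M), from 75.6 to 380.8 M in Ube3a2X females (83.6 M), from 55.6 to 70.6 M in WT males (63.2 M), and from 44.7 to 79.9 M in Ube3a2X males (65.3 M).

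Genes with fewer than 100 reads in 2 or more libraries of a tissue were removed, then the 15% of the remaining genes with the lowest variance. Each tissue was fitted on its own with the quasi-likelihood model of edgeR, TMM normalization, and terms for sex, genotype, their interaction, RIN, and 2 surrogate variables. p-values were adjusted by the method of Benjamini and Hochberg over the genes of a test. The tests, their covariates, most of the alternative settings, and the rule for naming genes were chosen before the data were examined. The alternatives added later are marked as such where they appear.

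The labels of sex and genotype were checked on 3 genes, in counts per M reads (CPM). Ube3a had 178 to 248 CPM in the 5 WT female and 208 to 239 CPM in the 5 WT male PFC libraries, against 736 to 1848 CPM in the 5 Ube3a2X female and 606 to 1114 CPM in the 5 Ube3a2X male libraries. In the Hypo it had 115 to 383 CPM in 4 WT female and 292 to 344 CPM in 4 WT male libraries, against 1097 to 1812 CPM in 5 Ube3a2X female and 810 to 1768 CPM in 5 Ube3a2X male libraries. Xist had at least 463 CPM in every female and at most 0.313 CPM in every male library of both tissues, and Ddx3y had 0 CPM in every female and at least 68.5 CPM in every male library.

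**Figure D1:**
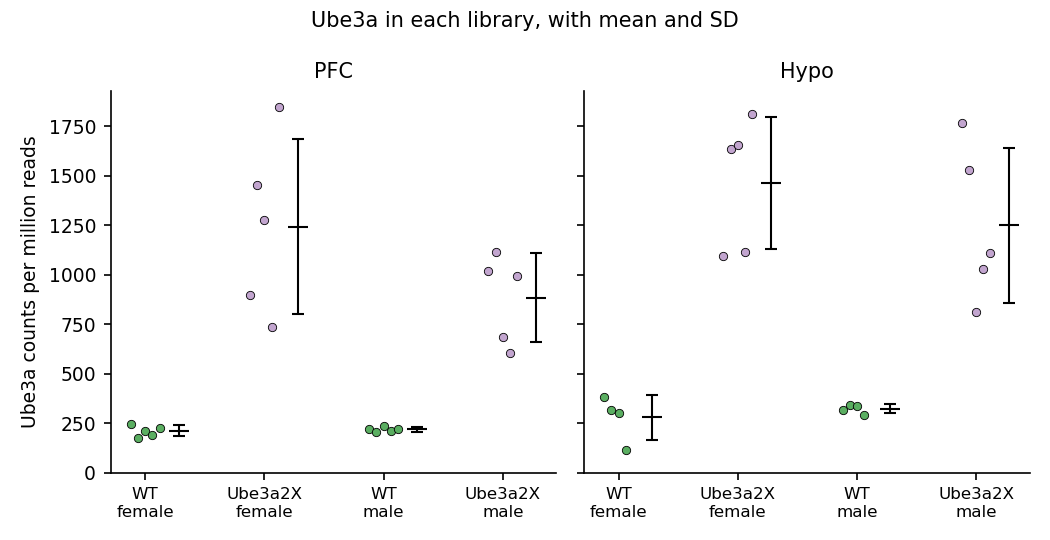
Ube3a in each PFC and Hypo library, in CPM, by sex and genotype. Points are single libraries, and bars give the mean and SD of a group. The highest WT library of either tissue had 383 CPM and the lowest Ube3a2X library 606 CPM.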

Bulk tissue from the PFC and Hypo was used to quantify gene expression with RNA sequencing (RNA-seq), and analysis was tailored to identify differentially expressed (DE) genes for main effects of sex, genotype, and the sex*genotype interaction (tables S1 to S3). 

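The interaction was computed as the log2 difference of Ube3a2X from WT in males minus that in females, over 10900 genes in the 20 PFC libraries. At an adjusted p under 0.05 (edgeR, Benjamini-Hochberg), 0 genes were called, and the smallest adjusted p was 0.0942. At an adjusted p under 0.1 there were 661 genes, and 2765 genes (25.4%) had an unadjusted p under 0.05, of which 1442 were positive and 1323 negative. Among the alternative tests and models chosen beforehand, DESeq2 moved the count most, to 831 genes, and limma-voom gave 0 genes. Single libraries moved it further. Leaving out WT female 93 gave 1716 genes, Ube3a2X male 253 gave 1015, Ube3a2X female 462 gave 706, and each of the other libraries gave 0. Without WT female 397, the genes at an unadjusted p under 0.05 fell to 661.

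Storey's q-value, chosen after these counts were seen, scales the adjusted p by an estimate of the share of unchanged genes. It called 979 genes, 526 positive and 453 negative, with a smallest q of 0.0430 and an estimated 45.7% of genes unchanged. That count was 0 in 13 of the 20 fits that each left out 1 library and 3425 in the fit without WT female 93. It was 1584 with DESeq2, 796 with limma-voom, and 0 with RIN only, with 3 surrogate variables, with filterByExpr as the filter, and with the quality components or the trend removal described below. Across the genes, which are not independent replicates, the interaction rose with the GC content of a gene (Pearson r = 0.590), and 1418 genes had an unadjusted p under 0.05 once the trend of each library on GC content and length was removed, a correction added after the counts were seen. With the first 2 principal components of the sequencing quality measures in place of the surrogate variables, 365 genes had one.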

In the PFC, 2625 genes were detected as DE at false discovery rate (FDR) *q* < 0.05 for the sex*genotype interaction. In contrast, no genes survived FDR correction for the interaction effect in Hypo (fig. S4). 

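In the 18 Hypo libraries, 0 of 11869 genes had an adjusted p under 0.05 for the interaction (edgeR, Benjamini-Hochberg; smallest adjusted p 0.661), and 871 genes had an unadjusted p under 0.05, of which 274 were positive and 597 negative. Over the alternatives that number was 131, with RIN alone, to 2723, with the quality components in place of the surrogate variables, and it was 330 without WT female 471 and 1544 without WT female 262. Under 1 alternative the call by Benjamini-Hochberg changed. With the less strict reading of the filter on low counts, added after the gene numbers were seen, and limma-voom, the pseudogene Ppp1ccb (ENSMUSG00000100153) was called with a smallest adjusted p of 0.0272, and it is named here after its value was seen. At Storey's q under 0.05, 1 gene was also called with that filter in edgeR (q = 0.0483). The range of the smallest adjusted p in the fits that each left out 1 library was 0.361 to 1.00.

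The difference of the interaction between the PFC and the Hypo was tested on the 9342 genes tested in both, with RIN as the covariate. At an adjusted p under 0.05 (edgeR, Benjamini-Hochberg) 0 genes were called, the smallest adjusted p was 1.00, and 271 genes (2.90%) had an unadjusted p under 0.05. The alternatives gave 204, in limma-voom with the mouse as a block, to 1362, with filterByExpr, and the fits that each left out 1 library 172, without PFC WT female 395, to 500, without Hypo WT female 471. Across these genes, which are not independent replicates, the interaction log2 fold changes of the tissues had Pearson r = 0.198 and Spearman rho = 0.280, and 60.4% had the same sign.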

PFC sex*genotype interaction DE genes fell into two main classes: (i) so-called “M−F+” genes, down-regulated in Ube3a2X males (e.g., WT > Ube3a2X) and up-regulated in Ube3a2X females, and (ii) so-called “M+F−” genes, up-regulated in Ube3a2X males (e.g., Ube3a2X > WT) and down-regulated in Ube3a2X females (Fig. 4A). 

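No gene passed the Benjamini-Hochberg threshold for the interaction in edgeR, so the classes were counted at an unadjusted p under 0.05, a choice made after that count was seen. Of the 2765 PFC genes, 1291 were lower in Ube3a2X males and higher in Ube3a2X females (M−F+), 1403 were higher in males and lower in females (M+F−), and 71 changed in the same direction in both. At Storey's q under 0.05, the classes held 449, 524, and 6 genes. In the Hypo they held 569, 248, and 54 of 871 genes at an unadjusted p under 0.05.

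Within a sex, the comparison of Ube3a2X with WT in the PFC called 2 genes in males, Ube3a and C730002L08Rik, and Ube3a as the 1 gene in females (edgeR, adjusted p under 0.05), while 2021 genes in males and 1620 in females had an unadjusted p under 0.05. C730002L08Rik (ENSMUSG00000114469; GRCm38 chromosome 19, 20410544 to 20552330) had a log2 fold change of −0.65 in males and was singled out after its values were seen. DESeq2 called 241 genes in males and 7 in females. In the Hypo, 0 genes were called in males (1083 at an unadjusted p under 0.05) and Ube3a as the 1 gene in females (382).

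**Figure D2:**
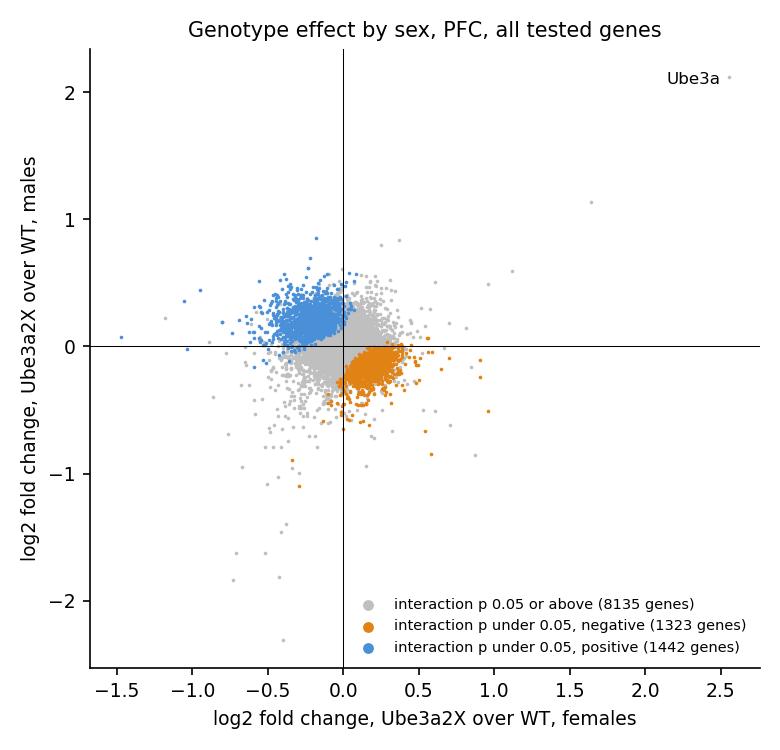
Log2 fold change of Ube3a2X over WT in the PFC of males against females, 1 point per gene. Orange, 1323 genes with a negative interaction, and blue, 1442 genes with a positive interaction, at an unadjusted p under 0.05. Grey, the other genes. Ube3a is labelled and lies in the upper right, raised in both sexes.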

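The effect of sex was taken as male minus female, averaged over the genotypes. Xist and Ddx3y, with few or no reads in 1 sex, were removed by the filter on low counts in both tissues and not tested. In the PFC, 10 of 10900 genes had an adjusted p under 0.05 (edgeR, Benjamini-Hochberg), with 2 higher and 8 lower in males, and 965 genes had an unadjusted p under 0.05. Eif2s3x (ENSMUSG00000035150; GRCm38 chromosome X, 94188707 to 94212862) had a log2-CPM of 6.34 ± 0.20 (SD) in WT females, 6.56 ± 0.35 in Ube3a2X females, 5.70 ± 0.08 in WT males, and 5.75 ± 0.33 in Ube3a2X males (5 libraries each), and a log2 fold change of −0.64 (SE 0.0483; edgeR, adjusted p = 4.18e-07). The other genes lower in males were Ddx3x (−0.35), Kdm5c (−0.33), Kdm6a (−0.41), and 5530601H04Rik (−0.43) on the X chromosome, and Myl4 (−0.57), C730002L08Rik (−0.45), and Tnnc1 (−0.95) on autosomes. The alternatives gave from 0 genes, with the share of reads on the expected strand and RIN as the covariates (added later), to 41 genes with DESeq2, and the count was 5 without WT male 251 and 16 without Ube3a2X female 462.

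In the Hypo, 276 of 11869 genes were called, 156 higher and 120 lower in males, and 2116 genes had an unadjusted p under 0.05. Sytl4 (log2 fold change 0.74), Cdh4 (0.32), Vgll3 (0.63), and Gldn (0.34) were among the 5 genes higher in males with the smallest p-values, and the 5 among the lower genes were Ddx3x (−0.57), Eif2s3x (−0.67), Kdm6a (−0.64), 5530601H04Rik (−0.52), and Dcc (−0.36). The Hypo count rested on the covariates and on single libraries. It was 12 with RIN alone and 661 with DESeq2, 90 without WT female 398, and 667 without WT male 403.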

For a list of genes that survived statistical thresholding of the main effect of sex, please see fig. S4 and table S2. 

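Ube3a lies on chromosome 7 of GRCm38, from 59228750 to 59311536 (ENSMUSG00000025326). In the PFC its log2-CPM was 8.07 ± 0.20 (SD) in WT females, 10.62 ± 0.60 in Ube3a2X females, 8.12 ± 0.08 in WT males, and 10.14 ± 0.37 in Ube3a2X males (5 libraries each). The log2 fold change of Ube3a2X over WT, averaged over the sexes, was 2.34 (SE 0.158; edgeR, Benjamini-Hochberg adjusted p = 1.19e-06). It was 2.12 (SE 0.212; adjusted p = 3.51e-04 in edgeR) in males and 2.56 (SE 0.238; adjusted p = 1.26e-04) in females, and the difference between the sexes of −0.44 (SE 0.310) did not pass the threshold (adjusted p = 0.374). In the Hypo its log2-CPM was 8.39 ± 0.73 in 4 WT females, 10.86 ± 0.34 in 5 Ube3a2X females, 8.69 ± 0.10 in 4 WT males, and 10.60 ± 0.47 in 5 Ube3a2X males. The log2 fold change was 1.97 (SE 0.175; edgeR, adjusted p = 4.98e-04), with 1.79 in males (adjusted p = 0.0608) and 2.15 in females (adjusted p = 0.00581), and the difference between the sexes was −0.36 (adjusted p = 0.727). Leaving out any 1 library gave 2.23 to 2.41 in the PFC and 1.88 to 2.01 in the Hypo.

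Across all genes, the genotype effect averaged over the sexes passed an adjusted p of 0.05 in edgeR for 2 genes in the PFC (864 at an unadjusted p under 0.05) and 1 gene in the Hypo (605). DESeq2 called 32 genes in the PFC and 5 in the Hypo. The second PFC gene was 9330162G02Rik (ENSMUSG00000109536; chromosome 7, 59223847 to 59254788), which lies on the opposite strand and overlaps Ube3a. Its log2-CPM was 4.89 ± 0.33 in WT females, 5.90 ± 0.44 in Ube3a2X females, 5.08 ± 0.22 in WT males, and 5.61 ± 0.30 in Ube3a2X males, with a log2 fold change of 0.85 (SE 0.133; edgeR, adjusted p = 0.0305, and 2.05e-07 to 0.874 over the alternatives). The call was lost in 9 of the 20 fits that each left out 1 library. Reads of Ube3a on the opposite strand were estimated from its reads and the share of reads on the unexpected strand of each library. The estimate takes all Ube3a reads, though 9330162G02Rik overlaps only a part of Ube3a, and is likely too high. By this estimate, Ube3a gained 1671 scaled reads on the opposite strand in Ube3a2X libraries, against a gain of 935 for 9330162G02Rik. The 5 Ube3a2X libraries with no more such reads than WT libraries had a mean of 2142 scaled reads of 9330162G02Rik. The 10 WT libraries had 1411 (exact two-sided permutation p = 0.00133). Misplaced reads are thus unlikely as the whole cause, but the size of its own change stays uncertain.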

The main effect of genotype identified only *Ube3a* after FDR correction in both PFC and Hypo (table S3). Control quantitative reverse transcription polymerase chain reaction (qRT-PCR) and Western blot analyses of Ube3a in an independent cohort of animals revealed comparable fronto-cortical mRNA and protein levels in male and female Ube3a2X mutants (fig. S5, A to D; *P* > 0.2, all comparisons). This result suggests that the observed sex-specific results did not trivially reflect different levels of Ube3a mRNA or protein expression in male and female Ube3a2X mutants.

**Fig. 4.**
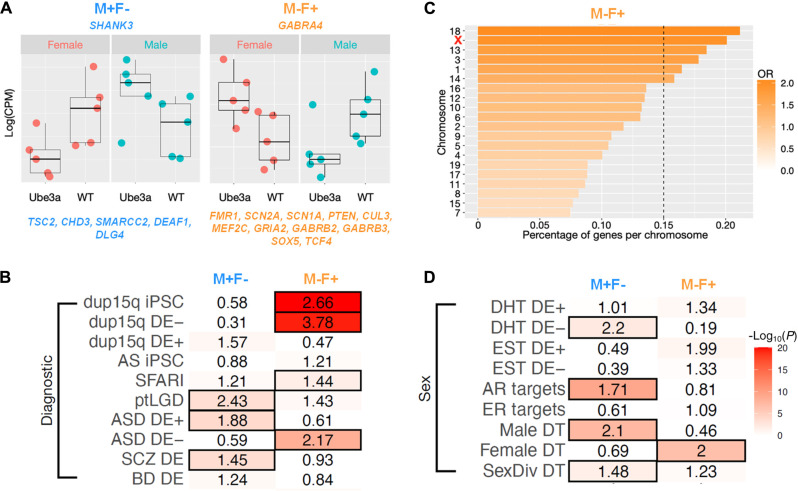
Sex-specific PFC transcriptomic dysregulation by *Ube3a* overexpression and enrichment with autism-associated, dup15q, and sex-relevant mechanisms. (**A**) Plots display log(CPM) for shank3 and gabra4, two examples of DE genes for the sex*genotype interaction (M+F−, light blue; M−F+, orange). High-confidence SFARI genes that belong to each of the two groups are at the bottom. (**B**) Heatmap showing enrichments with gene lists from dup15q (dup15q DE) (*43*), SFARI genes, private (pt) inherited likely gene disrupting (LGD) variants (*58*), autism spectrum disorders (ASD), schizophrenia (SCZ) and bipolar disorder (BD) (*59*), iPSC-derived neurons from dup15q (dup15q iPSC), and Angelman syndrome (AS iPSC) individuals (*60*). The symbols on the acronyms indicate down-regulated (minus) or up-regulated (plus) expression. (**C**) Plot showing the percentage of genes per each chromosome that are DE−. Color indicates the enrichment OR. The X chromosome is in red. The vertical dotted line indicates the FDR threshold. (**D**) Heatmap showing enrichments between sex*genotype interaction DE genes and genes relevant to sex hormones or sex-differential gene regulation. DHT DE+ and DHT DE− are genes that are up-regulated (plus) or down-regulated (minus) after dihydrotestosterone (DHT) manipulation (*7*). EST DE+ and EST DE− are genes that are up-regulated (plus) or down-regulated (minus) after treatment with estrogen (EST) (*115*). AR Targets are downstream target genes of the androgen receptor (AR) as defined by chromatin immunoprecipitation sequencing in human neural stem cells (*36*). ER Targets are downstream target genes of the estrogen receptor (ER) (*37*). Male DT, Female DT, and SexDiv DT genes are sex-differentially targeted by transcription factors (*116*). The numbers in each cell indicate the enrichment OR, and the color indicates the–log_10_(*P* value) for the enrichment test. Cells outlined in black pass FDR. FDR *q* < 0.05 threshold for multiple comparisons correction.

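Shank3 (ENSMUSG00000022623; GRCm38 chromosome 15, 89499623 to 89560261) had a PFC log2-CPM of 8.12 ± 0.35 (SD) in WT females, 7.65 ± 0.22 in Ube3a2X females, 7.95 ± 0.31 in WT males, and 8.36 ± 0.35 in Ube3a2X males (5 libraries each). Its interaction log2 fold change was 0.81 (SE 0.232; edgeR, Benjamini-Hochberg adjusted p = 0.0942), from 0.33 in males and −0.49 in females. It was 0.36 without WT female 397, 0.39 with the GC and length trend removed, and 0.80 with DESeq2, where Shank3 was called (adjusted p = 0.0207, and 0.0207 to 0.871 over the alternatives). Gabra4 (ENSMUSG00000029211; chromosome 5, 71569749 to 71658308) had 7.79 ± 0.13, 8.01 ± 0.16, 7.92 ± 0.13, and 7.75 ± 0.13 in the same order of groups. Its interaction was −0.34 (SE 0.126; edgeR, adjusted p = 0.124), from −0.18 in males and 0.16 in females, and it was −0.17 without WT female 397 and −0.19 with the trend removed.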

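The list of genes raised in cortex from dup15q syndrome (dup15q DE+) was 1 of 5 lists whose full content could be used, and mouse genes were matched to it by symbol, ignoring case. Of its 108 genes, 88 were tested in the PFC. A negative interaction at an unadjusted p under 0.05 was found for 6 of them (6.82% against 12.2% of the other genes; odds ratio 0.528) and a positive one for 13 (14.8% against 13.2%; odds ratio 1.14; one-sided Fisher's exact test, adjusted p = 0.759 over 10 tests). The second odds ratio fell under 1 in 9 of the fits that each left out 1 library, from 0.524 without Ube3a2X male 238 to 1.86 without Ube3a2X female 462. It passed without Ube3a2X female 462 (adjusted p = 0.0383), with 1 surrogate variable (2.05; adjusted p = 0.0170), with filterByExpr (2.14; adjusted p = 0.0126), and with the GC and length trend removed (2.21; adjusted p = 0.0464). The median interaction of the 88 genes was shifted by 0.03 on the log2 scale (camera, Benjamini-Hochberg adjusted p = 0.289 over 5 lists), and by 0.06 with the trend removed (adjusted p = 0.0206).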

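Of the 45 EST DE+ and 28 EST DE− genes, 32 and 18 were tested in the PFC. At an unadjusted p under 0.05, a negative interaction (M−F+) was found for 8 EST DE+ genes (25.0% against 12.1% of the other genes; odds ratio 2.42; one-sided Fisher's exact test, adjusted p = 0.112) and for 5 EST DE− genes (27.8% against 12.1%; odds ratio 2.79; adjusted p = 0.145 in the same test). A positive interaction (M+F−) was found for 3 and 2 genes, with odds ratios of 0.678 and 0.820. The odds ratio of EST DE− genes among M−F+ genes was 1.10 without Ube3a2X female 462 and 3.61 without Ube3a2X male 238. With the quality components in place of the surrogate variables, both M−F+ odds ratios were 0. For EST DE+ genes the M−F+ odds ratio passed with DESeq2 (2.72), without the variance filter (2.73), with filterByExpr (3.33), and with the GC and length trend removed (4.37), and for EST DE− genes with filterByExpr (2.82; adjusted p = 0.0496). The median interaction was shifted by −0.17 for EST DE+ and −0.13 for EST DE− genes (camera, Benjamini-Hochberg adjusted p = 0.0577 and adjusted p = 0.0688). Both shifts passed with fry (adjusted p = 0.0322 and adjusted p = 0.0341), with 3 surrogate variables, and with the trend removed, and neither did with an estimated correlation (adjusted p = 0.230 for each).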

To further corroborate a sex-biasing effect of *Ube3a* overdosage at the transcriptomic level, we first validated four RNA-seq top-hit genes via qRT-PCR in a separate cohort of mice. All four probed genes (*cul3*, *fmri1*, *gabrb3*, and *scn2a*) showed significant sex*genotype interaction in the PFC of our experimental mice, mirroring previous RNA-seq findings (fig. S5, E to H; ANOVA, sex*genotype interaction, *P* < 0.39, sex*genotype interaction, all genes). We next carried out a proof-of-concept experiment where Ube3a was perinatally overexpressed in male and female WT FVB mice at postnatal day 1 via intracerebroventricular (ICV) injection of the AAV-PHP.B-hSyn-hUBE3At vector. This construct has been previously used to enable in vivo overexpression of human Ube3a in the mouse brain (*57*). The goal of this investigation was to probe whether sex-biasing effects of Ube3a overdosage could be obtained in a different, nonconstitutive mouse model.

qRT-PCR quantifications of human Ube3a (*hUbe3a*) mRNA in the PFC of FVB mice at postnatal day 60 revealed abundant overexpression of this gene in both male and female mice (fig. S6, A and B). Despite the use of comparable amount of virus in both sexes, we found that *hUbe3a* was slightly more abundantly expressed in female mice (fig. S6B). Notwithstanding this difference, qRT-PCR quantification of four top-hit genes that are DE in Ube3a2X mice (i.e., *fmr1*, *cul3*, *gabrb3*, and *scn2a*) exhibited a sex-dependent expression that closely recapitulated the distribution observed in the constitutive (Ube3a2X) mouse model (fig. S6C). These results show that perinatal human *Ube3a* overexpression may produce sex-specific gene expression dysregulations comparable to what observed in the genetic model, thus corroborating the generalizability of our findings.

### Ube3a2X mouse DE gene enrichment for autism-associated and dup15q genes translates to humans

Having identified important sex-specific transcriptome dysregulation in PFC, we next asked if such genes are of relevance to known genetic mechanisms of importance in human patients with either autism or dup15q syndrome. The combined set of all M−F+ and M+F− genes was significantly enriched for genes annotated on SFARI Gene (https://gene.sfari.org) as being associated with autism [odds ratio (OR) = 1.57, *P* = 0.01]. This enrichment comprised many notable high-confidence genes such as *fmr1*, *shank3*, *scn2a*, *scn1a*, *pten*, *cul3*, *tsc2*, *mef2c*, *gria2*, *gabrb2*, *gabrb3*, *chd3*, *sox5*, *smarcc2*, *deaf1*, *dlg4*, and *tcf4.* Splitting the enrichment analysis in M+F− and M−F+ gene sets further revealed that this SFARI enrichment was driven primarily by the M−F+ gene set (Fig. 4B). 

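Of the genes named for their relevance to autism, Tsc2 (ENSMUSG00000002496), with a mean of 4685 reads per PFC library, was removed for its low variance and the other 16 were tested, together with Gabra4. The interaction had opposite signs in males and females in all 17 tested genes, with 5 positive and 12 negative, and sizes from 0.16 to 0.81 on the log2 scale. An unadjusted p under 0.05 was found for 12 genes and an adjusted p under 0.05 over all genes tested for 0 (edgeR, Benjamini-Hochberg; range 0.0942 to 0.304). For 11 genes the p adjusted over the list alone was under 0.05. The study chose the list on these samples, so this count is not independent evidence. Fmr1 (ENSMUSG00000000838; GRCm38 chromosome X, 68678541 to 68717963) had a log2-CPM of 7.10 ± 0.14 (SD) in WT females, 7.41 ± 0.23 in Ube3a2X females, 7.32 ± 0.10 in WT males, and 7.05 ± 0.20 in Ube3a2X males (5 libraries each), with an interaction of −0.47 (SE 0.0892; 4.68e-04 adjusted over the list alone). Deaf1 (ENSMUSG00000058886; chromosome 7, 141297180 to 141327690) had 5.40 ± 0.23, 5.10 ± 0.14, 5.28 ± 0.09, and 5.62 ± 0.20 in the same order, with an interaction of 0.51 (SE 0.0993; 4.68e-04 adjusted over the list alone). Single libraries decided the size of others: without WT female 397, the interaction of Dlg4 fell from 0.44 to 0.09, that of Scn1a moved from −0.24 to −0.02, and that of Scn2a from −0.27 to −0.05. With 3 surrogate variables, Scn2a and Mef2c changed sign (both 0.01), and with the GC and length trend removed Cul3 (0.02) and Tcf4 (0.03) did. From the interaction in the PFC, the paper states that the dysregulation was sex specific, and it then asks whether the genes are related to autism and to dup15q syndrome.

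**Figure D3:**
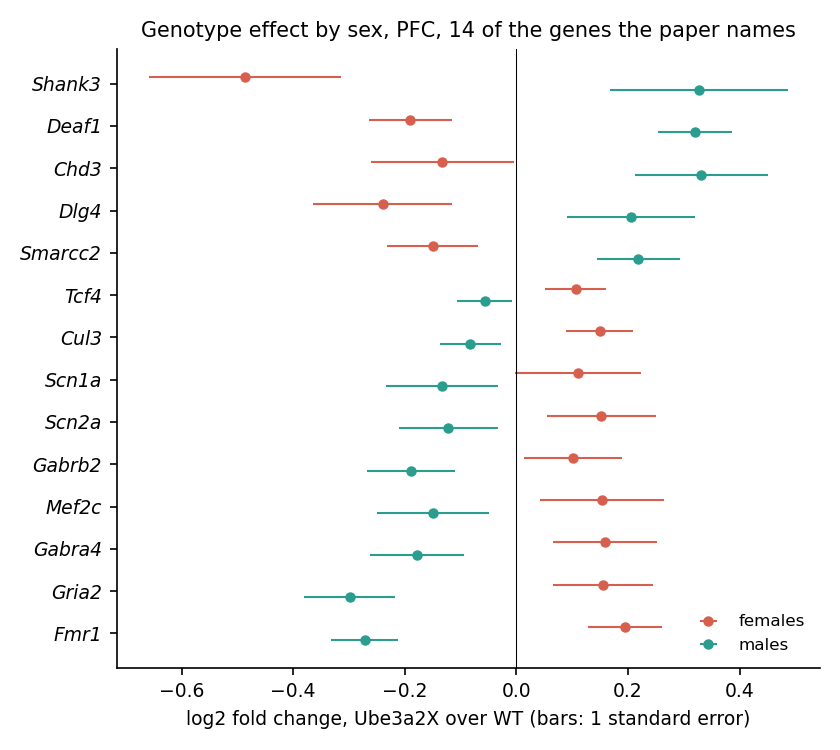
Log2 fold change of Ube3a2X over WT in the PFC for 14 of the 17 tested genes, females in red and males in teal, with bars of 1 SE. In each gene the estimates of females and males have opposite signs.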

Going beyond evidence in SFARI Gene, we also tested for enrichments with ultra-rare private inherited mutations (ptLGD) that contribute to at least 4.5% of autism risk (*58*). 

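Of 151 ptLGD genes, 112 were tested in the PFC. With 0 genes past the adjusted threshold, the overlap was computed on the genes at an unadjusted p under 0.05, a choice made after the counts were seen, with a negative interaction taken as M−F+ (1323 genes) and a positive one as M+F− (1442 genes). Of the 112 genes, 33 were M+F− (29.5% against 13.1% of the other genes; odds ratio 2.78; one-sided Fisher's exact test, p = 4.74e-06, Benjamini-Hochberg adjusted p = 4.74e-05 over 5 lists and 2 classes, and 1.17e-05 to 1 over the alternatives), and 14 were M−F+ (12.5% against 12.1%; odds ratio 1.03; adjusted p = 0.827). The M+F− odds ratio was 2.01 without WT female 397 and 3.81 without Ube3a2X male 238. It was 3.36 among the 526 positive genes at Storey's q under 0.05, 1.66 with the GC and length trend removed, and 0.591 with the quality components in place of the surrogate variables. The M−F+ odds ratio ranged from 0.226 without WT female 397 to 1.53 without WT female 93. The median interaction of the 112 genes was shifted by 0.08 on the log2 scale (camera, adjusted p = 0.0688).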

We found that M+F−, but not M−F+, genes were enriched for these ptLGD genes (Fig. 4B). In line with these results, we also found that M−F+ genes, which are down-regulated in Ube3a2X males, were enriched for genes that are down-regulated in postmortem cortical tissue of a primarily male sample of human patients with autism (*59*). In contrast, M+F− genes (i.e., up-regulated in Ube3a2X males) were enriched for genes with up-regulated expression in postmortem cortical tissue of a predominantly male group of patients with autism (Fig. 4B) (*59*). M+F− genes also overlapped with dysregulated cortical transcriptome signal in patients with schizophrenia (Fig. 4B), a finding that may be expected given some overlap in the genomic mechanisms involved in autism and schizophrenia. Further underscoring the mouse-human cross-species translational value of our findings, we found that M−F+ genes were highly enriched for DE genes in induced pluripotent stem cell (iPSC)–derived neurons from dup15q but not from AS individuals (Fig. 4B) (*60*). Furthermore, M−F+ genes were highly enriched for genes that are down-regulated in cortical tissue of human dup15q patients (Fig. 4B) (*43*). For a complete statistic of each gene list used in the enrichment tests, please see table S4. The background list and the complete gene list for each dataset are reported in tables S5 and S6, respectively. These enrichment results support the translational relevance for human patients with autism or dup15q syndrome of the sex-specific transcriptomic dysregulation produced by increased dosage of *Ube3a*.

### Sex-specific transcriptomic dysregulation of Ube3a affects sex-relevant genomic mechanisms

Sex differences in the brain are theorized to be mediated by mechanisms driven by genes located on the sex chromosomes—in particular on the X chromosome (*61*). Thus, we next tested whether PFC sex*genotype interaction genes were disproportionately more common on specific chromosomes such as the X chromosome, than expected by chance. We found that M−F+, but not M+F−, genes were disproportionately located on several chromosomes (significant after FDR *q* < 0.05) and that the X chromosome was one of these (Fig. 4C and fig. S7).

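On the X chromosome of GRCm38, 375 genes were tested in the PFC, of 10890 genes with a known place. At an unadjusted p under 0.05, 86 of them were M−F+ (22.9% against 11.8% of autosomal genes; odds ratio 2.23; two-sided Fisher's exact test, p = 2.62e-09, Benjamini-Hochberg adjusted p = 5.24e-08 over 20 chromosomes, and 3.81e-08 to 0.610 over the alternatives), and 16 were M+F− (4.27% against 13.6%; odds ratio 0.284; adjusted p = 1.18e-07). Higher shares of M−F+ genes, with an adjusted p under 0.05, were also found for chromosomes 1 (odds ratio 1.49), 3 (1.56), 13 (1.62), and 18 (1.56). The odds ratio of the X was 2.49 among the M−F+ genes at Storey's q under 0.05. In a test chosen after the result was seen, the genotype labels were redrawn within each sex as 100 splits, the real one among them. The M−F+ odds ratio at an unadjusted p under 0.05 was as far from 1 in 23 splits. The difference in share between the X and autosomes was as large in 1, the real one. That difference also grows with the number of genes at an unadjusted p under 0.05, 2765 in the real split against a median of 449 in the others. It thus does not single out the X by itself. The median interaction of X genes was shifted by −0.13 on the log2 scale (camera with a preset correlation of 0.01, adjusted p = 1.23e-04). Of the shifts called by camera at an adjusted p under 0.05, those of the X, of chromosomes 3, 7, 12, and 13 held with fry (adjusted p = 0.0460 for the X) and none with an estimated correlation (adjusted p = 0.332), and the shift of the DHT DE− list held with neither. Most of the shift of the X went with the GC trend. X genes had a median GC content of 45.3% against 50.1% on autosomes, and with the GC and length trend removed the shift was −0.02 (adjusted p = 0.921, and 6.74e-05 to 0.921 over the alternatives) and the M−F+ odds ratio 1.60. It was −0.06 with the quality components and −0.05 with 3 surrogate variables. Without WT female 397, the M−F+ odds ratio was 1.78 and the M+F− odds ratio 0.805.

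**Figure D4:**
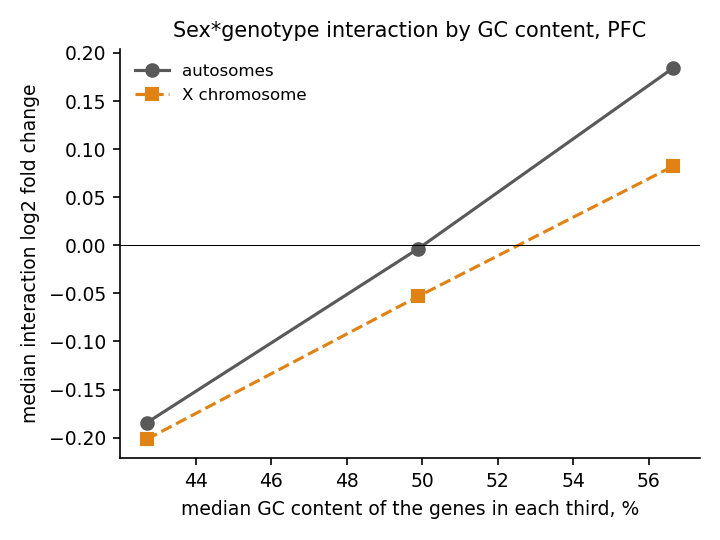
Median interaction log2 fold change in the PFC for genes of low, middle, and high GC content (3630 genes in each part), X chromosome and autosomes apart. The medians of X and autosomal genes were −0.20 and −0.18 at low GC, −0.05 and −0.00 at middle GC, and 0.08 and 0.18 at high GC.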

One of the prominent roles of Ube3a is its function as transcriptional coactivator with steroid hormone receptors (e.g., AR, ESR1, ESR2, and PGR). This suggests that Ube3a may influence transcription in a manner dependent on these sex-relevant mechanisms. To examine this hypothesis in more detail, we next investigated how PFC sex*genotype DE genes might overlap with gene lists incorporating sex-relevant mechanisms, such as genes sensitive to the transcriptional influence of sex steroid hormones, downstream targets of the androgen and estrogen receptors, or genes that are sex-differentially regulated by transcription factors. These analyses revealed that M+F− genes overlap significantly with downstream targets of the androgen receptor (AR Targets), but not targets of the estrogen receptor (ER Targets). 

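Of 128 DHT DE− genes, 115 were tested in the PFC. At an unadjusted p under 0.05, 26 were M+F− (22.6% against 13.1% of the other genes; odds ratio 1.93; one-sided Fisher's exact test, p = 0.00384, Benjamini-Hochberg adjusted p = 0.0192, and 0.00272 to 1 over the alternatives) and 3 were M−F+ (2.61% against 12.2%; odds ratio 0.192). The M+F− odds ratio was 0.374 without WT female 397 and 0.667 without Ube3a2X male 238. It was 0.709 at Storey's q under 0.05, 0.711 with 3 surrogate variables, and 1.23 with the GC and length trend removed. The median interaction of the list was shifted by 0.16 on the log2 scale (camera, adjusted p = 0.00370), or by 0.03 with the trend removed. The genes had a median GC content of 54.7% against 49.8% in the other genes.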

M+F− genes were also enriched for genes down-regulated by potent androgens such as dihydrotestosterone (DHT DE−). Genes that are sex-differentially regulated by transcription factors were important as well. The M+F− set was enriched for genes that show stronger male-regulatory influence (Male DT) and for genes with relatively equal proportions of male-biased and female-biased transcription factors exerting regulatory influence (SexDiv DT). In contrast, M−F+ genes were significantly enriched only for genes with female-biased regulatory influence (Female DT) (Fig. 4D).

For a complete statistics of each gene list used in the enrichment tests, please see table S4. The background list and the complete gene list for each dataset are reported in tables S5 and S6, respectively. Overall, these results show that *Ube3a* overexpression affects gene networks and systems under the influence of diverse sex-relevant mechanisms, including the effect of genes sensitive to steroid hormone influence, downstream targets of steroid hormone receptors, as well as genes that are sex-differentially targeted by transcription factors.

### Sex-specific transcriptomic dysregulation by Ube3a affects convergent ASD-relevant biological systems and pathways

Several studies have noted common downstream biological processes/pathways and cell types that may unify the heterogeneous genomic and molecular basis behind autism spectrum disorder (ASD). Among the most important processes/pathways are synapse, transcription and chromatin remodeling, protein synthesis and translation, protein degradation, cytoskeleton processes, splicing, and numerous signaling pathways [e.g., RAS/extracellular signal–regulated kinase (ERK)/mitogen-activated protein kinase (MAPK), phosphatidylinositol 3-kinase (PI3K)/AKT/mammalian target of rapamycin (mTOR), and WNT) (*62*–*64*). Thus, we next examined the PFC sex*genotype DE gene sets for enrichments in these processes/pathways and cell types. For biological process enrichment analysis, we used GeneWalk to get context-specific and gene-level enrichments for Gene Ontology Biological Process (GO BP) terms. This analysis resulted in a variety of key ASD-relevant processes.

To visualize these GO BP processes and the DE genes that go along with such enrichments within protein-protein interaction (PPI) networks, we report an interaction graph in Fig. 5A. This illustrative plot provides a purely descriptive representation of a subset of the genes, which map onto three clusters of terms: (i) synaptic, glutamatergic, GABAergic, ion channel proteins (green); (ii) transcription and chromatin remodeling proteins, proteins within mTOR and ERK signaling pathways, as well as steroid hormone receptors (AR, ESR1, ESR2, PGR) and proteins that show enrichments for androgen and estrogen receptor signaling (blue); and (iii) proteins involved in translation and protein synthesis. This evidence of highly significant PPIs (actual edges = 1015, expected edges = 405, *P* < 1.0 × 10^−16^) and highly ASD-relevant GO BP enrichment showcases a clear example of how the PFC sex*genotype DE genes are embedded within a complex systems-level biological pathology that integrates abnormalities along these key processes and pathways.

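The receptor genes Esr1, Esr2, and Pgr were examined in the PFC. Esr2 (ENSMUSG00000021055) had a mean of 9.6 reads per library and was not tested. For Esr1 (ENSMUSG00000019768; GRCm38 chromosome 10, 4611593 to 5005614) the interaction was −0.24 (SE 0.327; edgeR, Benjamini-Hochberg adjusted p = 0.655), and for Pgr (ENSMUSG00000031870; chromosome 9, 8899833 to 8968611) −0.33 (SE 0.140; adjusted p = 0.156). The unadjusted p was under 0.05 for Pgr and not for Esr1, and neither passed over all genes. Pgr had a log2-CPM of 6.08 ± 0.22 (SD) in WT females, 6.31 ± 0.27 in Ube3a2X females, 6.14 ± 0.12 in WT males, and 5.90 ± 0.10 in Ube3a2X males (5 libraries each). Single libraries moved these values: without WT female 397 the interaction of Pgr was −0.08, and without WT male 256 that of Esr1 was −0.05. The sign of Esr1 changed with the share of reads on the expected strand and RIN as the covariates, added later (0.01).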

**Fig. 5.**
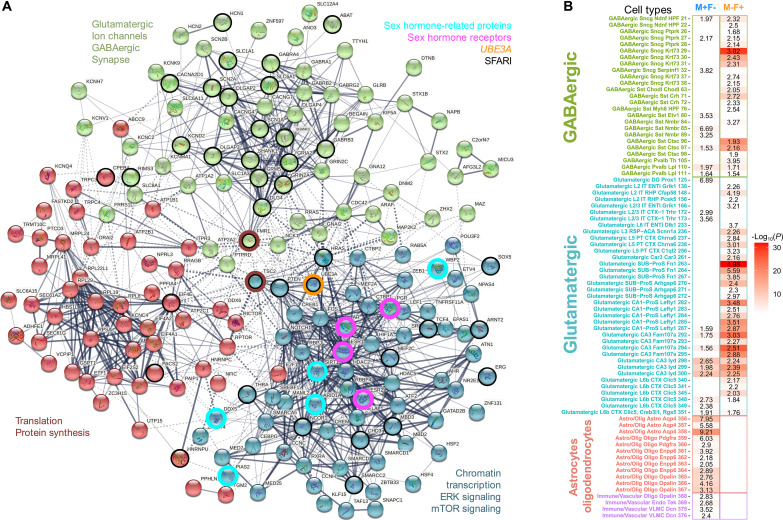
Sex-specific PFC transcriptomic dysregulation by Ube3a overexpression affects convergent ASD-relevant biological systems, pathways, and cell types. (**A**) PPI graph of PFC sex-by-genotype interaction genes. Nodes are colored according to a *k*-means clustering solution with *k* = 3. These clusters also segregate genes with GO BP enrichment terms specified in text next to each cluster. Nodes are circled in black if they are SFARI ASD genes. Nodes circled in turquoise are sex hormone–related proteins, whereas magenta circled nodes are sex hormone receptors. Ube3a is circled in orange. Fmr1 and Tsc2 are circled in red to indicate that these two translation and protein synthesis relevant genes also serve as gene connector hubs in the identified transcriptional network. (**B**) Cell type enrichment heatmap showing how M+F− or M−F+ PFC sex-by-genotype interaction gene sets (columns) are enriched in numerous cell type markers (specified on the rows) from the Allen Institute mouse scRNA-seq data (*65*). M−F+ genes strongly hit a variety of glutamatergic and GABAergic cell types, whereas M+F− genes show specific enrichments with astrocyte and oligodendrocyte cell types. The numbers in each cell indicate the enrichment OR, while the coloring indicates the–log_10_(*P* value). Only enrichments significant at FDR *q* < 0.05 are shown.

### Sex-specific PFC transcriptomic dysregulation by Ube3a differentially affects neuronal and glia cell types

Finally, we asked what cell type markers are enriched within the PFC sex*genotype interaction gene set. Here, we used lists of cell type markers from a mouse single-cell transcriptomic atlas from the Allen Institute covering a diverse array of multiple glutamatergic and GABAergic neuronal cell types in mouse isocortex and hippocampus, as well as numerous glial and other nonneuronal cell types (*65*). These analyses uncovered that both M−F+ and M+F− gene sets were significantly enriched for a number of glutamatergic and GABAergic cell type markers. However, the magnitude and coverage of enrichments with these neuronal cell types were much stronger and broader for the M−F+ gene set. 

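Glial and vascular genes were examined with lists of marker genes written before the test, since the marker sets used in the paper were not used here. The median PFC interaction was shifted by 0.46 on the log2 scale for oligodendrocyte precursor genes (8 of 8 tested), 0.25 for astrocyte genes (12 of 12), and 0.31 for genes of endothelium and mural cells (11 of 12), each with adjusted p = 0.00279 (limma's camera, Benjamini-Hochberg over 13 lists), by 0.20 for microglia genes (11 of 11; adjusted p = 0.0287), and by 0.13 for oligodendrocyte genes (12 of 12; adjusted p = 0.321). Of these calls, none held with fry (smallest adjusted p 0.198) or with an estimated correlation (0.647). With 3 surrogate variables the 4 shifts were 0.19, 0.01, 0.07, and 0.01 and none was called (camera, smallest adjusted p 0.540). Genes of excitatory and inhibitory neurons (11 of 12 each) were shifted by 0.06 and 0.05, with adjusted p = 0.794 and adjusted p = 0.839 (camera). With the quality components in place of the surrogate variables, the oligodendrocyte shift was −0.70 (adjusted p = 3.43e-04). Under that model the shifts of astrocyte, endothelium and mural cell, and microglia genes still passed in camera, and that of oligodendrocyte precursor genes did not.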

Setting the M+F− gene set apart from M−F+ genes, we also identified strong enrichments with numerous astrocyte and oligodendrocyte cell type markers, whereas no significant enrichments in these markers were present in the M−F+ gene set (Fig. 5B). This result is suggestive of cell type specificity in how *Ube3a* overexpression drives sex-specific PFC transcriptomic dysregulation. Genes down-regulated in males, but up-regulated in females, affected diverse glutamatergic and GABAergic cell types, whereas genes up-regulated in males but down-regulated in females affected astrocyte, oligodendrocyte, and some glutamatergic and GABAergic neuronal cell types.

## DISCUSSION

While the role of *Ube3a* mutations in determining monogenic forms of developmental disorders is well established (*66*), the possibility that *Ube3a* overdosage might exert sex-biasing influence has not been extensively explored. Here, we document a previously unreported sex-biasing effect of *Ube3a* gene overdosing at the connectomic, behavioral, and transcriptomic levels.

Our investigations revealed a sex-dependent effect of *Ube3a* overdosage on multiple translational (endo)phenotypes of relevance to autism, including changes in rsfMRI connectivity. Altered interareal rsfMRI coupling is a hallmark of autism, where the observed connectivity changes are prominent but also highly heterogeneous (*67*–*69*). Recently, fMRI-based connectivity mapping across 16 mouse mutants harboring different autism-relevant etiologies revealed a broad spectrum of connectional alteration (*70*), providing compelling evidence that heterogeneous findings in autism are likely to, at least partly, reflect the etiological heterogeneity of autism. Our results show that autism-relevant connectivity changes can also critically differ across sexes within the same etiological domain, hence underscoring a key, yet still underappreciated, dimension to the investigation of the origin and significance of functional dysconnectivity in brain disorders (*71*–*73*). More broadly, these findings add to the emerging concept that autism and related neurodevelopmental disorders are characterized by a broad spectrum of connectivity alterations that are very sensitive to (and strongly biased by) the underlying etiological mechanisms (*70*).

Self-grooming is an innate behavior of high translational relevance, as it is thought to recapitulate in rodents aberrant, stereotypical motor patterns that characterize several human disorders, including autism. The complex and distributed neural circuits implicated in different aspects of self-grooming in rodents have been recently reviewed (*74*) and include fronto-striatal networks, hypothalamus, thalamus, and amygdala. In this respect, the presence of fronto-striatal hyperconnectivity in Ube3a2X males is of interest, as it represents a network dysfunction that is commonly observed in multiple autism models (*70*) and that we found to be associated with increased grooming activity in other models of autism [i.e., Tsc2-deficient mice, (*75*)]. In the same study, we also showed that similar patterns of fronto-striatal hyperconnectivity are detectable in subsets of idiopathic autism patients, where they are associated with a gene coexpression network involving mTOR-Tsc2. These findings suggest that, while etiological diversity is a prominent contributor to autism heterogeneity, congruent autism relevant circuit dysfunction may arise as a result of the dysregulation of distinct, mechanistically dissociable, gene coexpression networks. This observation also underscores the possibility of translating behaviorally relevant network-level changes across species via the use of cross-species rsfMRI (*73*).

Our behavioral testing revealed that Ube3a2X mice exhibit robust motor deficits but failed to reproduce the social alterations previously described by Smith *et al.* (*27*). Other mouse models overexpressing Ube3a have been reported to have different behavioral profiles. For example, Ube3a overexpression in Camk2a-positive neurons (*45*) resulted in anxiety-like behaviors, learning impairments, and reduced seizure thresholds (but not social deficits or repetitive behaviors). A syntenic 6.3-Mb duplication of the mouse region orthologous to the human 15q11-13 region (including *Ube3a*) resulted instead in social and cognitive impairments (*76*). Finally, an additional model of *Ube3a* overdosage was very recently reported not to present any major alterations in social and cognitive behavior nor transcriptional changes, when these were probed at a whole-cortical level in the early postnatal phase (*77*). These investigators, however, described the presence of motor alterations in mice exhibiting a threefold protein Ube3a overdosage like in Ube3a2X mice. The fact that none of the studies rigorously examined the presence of sex*genotype interactions prevents a direct comparison with our results. Moreover, subtle experimental discrepancies, including differences in the genetic background and constructs used in these models (*12*), as well as in the testing parameters used in behavioral tests (*5*) may account for the discrepant phenotypic profile of these models. Future comparative investigations across mouse lines are warranted to identify and differentiate core versus ancillary phenotypes produced by Ube3a overdosing in mice.

Our work also reports a sex-invariant effect of Ube3a2X overdosage on large-scale neuroanatomy. Specifically, we report reduced GM volume in the amygdala, thalamus, and hippocampus of Ube3a2X mutants. Similar findings have been previously shown in mice overexpressing Ube3a in Camk2a-positive excitatory neurons (*45*). Dup15q patients have been reported to present brain morphological abnormalities, mostly involving the hippocampus (*78*), hence underscoring the translational relevance of these anatomical alterations. The role of Ube3a in neuronal morphology growth and maturation has been largely investigated (*79*), but the exact relationship between *Ube3a* gene dosage and large-scale brain anatomy remains elusive. Our findings of sex-invariant anatomical changes, but sex-specific connectivity alterations, in Ube3a2X mice suggest that *Ube3a* overdosage may affect brain connectivity and anatomy through distinct etiopathological cascades.

Because of the pleiotropic influence of *Ube3a* on multiple molecular and transcriptional pathways, ranging from protein degradation to transcriptional effects on multiple genes, our results cannot be unambiguously attributed to a specific function of Ube3a. Mechanistic inferences are further compounded by uncertainty regarding the ligase activity of the C-terminal flagged Ube3a copies overexpressed in our mouse model (*27*): While in vitro studies showed loss of ligase function upon C-terminal Ube3a tagging (*40*, *80*–*83*), in vivo investigations revealed largely increased ubiquitination levels in brain lysates from Ube3a2X mice (*32*) and comparable behavioral phenotypes when C- or N-terminal–tagged Ube3a is overexpressed in this model (*44*). Because AS reflects impaired Ube3a ligase function (*84*), our finding that the transcriptional profile of Ube3a2X mice exhibits robust overlap with 15qdup, but not with AS, argues against a prominent loss of ligase activity in our model and suggests that that the reported phenotypes may primarily reflect Ube3a-mediated transcriptional dysregulation. This hypothesis is consistent with Ube3a’s transcriptional effects being independent of its ligase activity (*33*, *34*) and our observations of robust multiomic sex biasing influences, an effect that could reflect transcriptional coactivation with steroid hormone receptors (*35*). Our finding that cortical transcriptome in Ube3a2X mice overlaps with gene lists related to steroid hormone receptor–relevant mechanisms lends further indirect support to this notion. Collectively, these observations suggest that *Ube3a* overexpression may affect gene networks and systems under the influence of diverse sex-relevant mechanisms, including the X chromosome, effects of genes sensitive to steroid hormone influence, downstream targets of steroid hormone receptors, as well as genes that are sex-differentially targeted by transcription factors. However, a putative downstream involvement of the ligase activity of Ube3a may also contribute to the sex-specific phenotypes we observed, since Ube3a has also been shown to ubiquitinate ER-α to target the receptor to proteasomal degradation (*85*). Future investigations of sex bias in other rodent models of *Ube3a* overdosage (*45*, *76*, *77*) may help corroborate or disprove these postulated mechanism.

The sex-specific effects observed in this study are congruent with both female-protective and male-enhancing risk explanations (*4*, *86*). *Ube3a* overexpression causes sex-specific transcriptional effects in many autism-associated genes, including *fmr1*, *scn2a*, *pten*, *cul3*, *mef2c*, *sox5*, *gabrb2*, and *gabrb3* (*62*). Many of these genes tend to be associated with autism via rare loss-of-function de novo mutations. Congruent with an interpretation of male-biased risk and female protection, these and other genes were underexpressed in Ube3a2X males and overexpressed in females. Behaviorally, the observation that male Ube3a2X mice showed increased stereotyped behaviors, while no differences were apparent in females, is broadly consistent with a possible female protection and male-potentiated genetic risk. It should, however, be noted that connectivity alterations in hypothalamic and motor-sensory areas were observed in female Ube3a2X mice. The possibility that this endophenotype is not compensatory, but instead, the expression of a distinct etiopathological signature cannot be entirely ruled out. This notion would be consistent with emerging evidence that some of the autism-associated genes that are dysregulated in our model (e.g., *Shank3*, *Tsc2*, *Mef2c*, or *Fmr1*) can lead to pathological cascades of translational relevance when they are either under- or overexpressed during development (*87*–*89*).

Our findings also indicate that *Ube3a* overdosage results in sex-specific dysregulation of processes and pathways on which diverse autism-associated genetic influences have been theorized to converge (e.g., synaptic dysregulation, aberrant transcription and translation/protein synthesis, and altered PI3K-AKT-mTOR signaling) (*62*–*64*). Diverse cell types theorized to be important in autism (e.g., excitatory and inhibitory neurons and glia cells) and that are affected by sex-relevant mechanisms are also affected differentially by M+F− and M−F+ gene sets (*7*, *10*, *36*–*39*, *90*, *91*). Thus, over and above providing a sex-specific influence on key autism-associated genes, *Ube3a* overdosage may be changing these emergent processes/pathways and cell types in males versus females to confer heightened male-risk and female protection. Future investigations, including cell type–specific overdosing of *Ube3a*, are required to elucidate the developmental and circuit mechanisms produced by Ube3a2X overexpression, and their possible relevance to 15qdup.

In conclusion, our data reveal robust sex-biasing effects on connectomics, repetitive behavior, and transcriptomic organization in mice with extra copies of *Ube3a*. These results suggest that *Ube3a* can critically contribute to sex bias in neurodevelopmental conditions like autism via influence on sex-relevant mechanisms, diverse neuronal and glial cell types, and important final common pathways that alter synaptic organization, transcription, translation, and other key signaling pathways (e.g., PI3K-AKT-mTOR).

## MATERIALS AND METHODS

### Ethical statement

Animal studies were conducted in accordance with the Italian law (DL 26/2014, EU 63/2010, Ministero della Sanità, Roma) and the recommendations in the *Guide for the Care and Use of Laboratory Animals* of the National Institutes of Health. Animal research protocols were also reviewed and approved by the Animal Care Committee of the University of Trento, Istituto Italiano di Tecnologia, and the Italian Ministry of Health (authorization no. 560/16). All surgical procedures were performed under anesthesia.

### Animal breeding and experimental cohorts

Mice were housed under controlled temperature (21 ± 1°C) and humidity (60 ± 10%). Food and water were provided ad libitum. Cages were equipped with high-quality wood shavings (trunk wood) and various types of enrichment material, including cardboard tunnels and housing, chewable wood sticks, and short-fiber cotton as substrate for nest construction.

Generation of Ube3a2X mice (FVB/NJ background) was previously described in (*27*). Mice were purchased from Jackson Laboratory, stock no: 019730. All experiments were performed on adult homozygous mice (*27*), which harbor two copies of *Ube3a* transgene independently from parental origin (Ube3a2X). Genotype was verified by quantitative PCR. WT adult littermate mice served as controls. Heterozygous females and males were used for mating. The average number of pups per litter was typically high (around 13 pups on average), and no overt deficit in maternal behavior was observed with genetically modified dams. Ratio of pups born/survived was around 1. All experimental female mice were virgin at the time of tests, and similarly, all the males used for testing had not previously mated. We report below the animal cohorts used in our study.

rsfMRI and structural MRI were performed on the same four cohorts of adult mice, ranging from 10 to 30 weeks of age: WT control females (*n* = 10), WT control males (*n* = 10), Ube3a2X females (*n* = 10), and Ube3a2X males (*n* = 10). Open-field, three-chamber test and rotarod were performed in this order, on the same four cohorts of adult mice (16 to 32 weeks of age): WT control females (*n* = 16), WT control males (*n* = 14), Ube3a2X females (*n* = 12), and Ube3a2X males (*n* = 14). Grooming scoring was performed on four separate cohorts of mice (10 to 30 weeks of age): WT control females (*n* = 9), WT control males (*n* = 9), Ube3a2X females (*n* = 10), and Ube3a2X males (*n* = 10). Habituation/dishabituation social interaction test was performed on four separate cohorts of mice, 12 to 46 weeks of age: WT control females (*n* = 13), WT control males (*n* = 12), Ube3a2X females (*n* = 8), and Ube3a2X males (*n* = 10). RNA-seq experiments were carried out on *n* = 4 WT control females, *n* = 4 WT control males and on *n* = 5 Ube3a2X females and *n* = 5 Ube3a2X males, 10 to 25 weeks of age. qRT-PCR–based validation of RNA-seq top hits and Western blot analysis were performed on four cohorts of mice, 8 to 32 weeks of age: WT control females (*n* = 3), WT control males (*n* = 4), Ube3a2X females (*n* = 5), and Ube3a2X males (*n* = 4).

qRT-PCR analysis of candidate genes was also carried out on FVB mice receiving a perinatal (PND1) injection of AAV-PHP.B-hSyn-hUBE3At (*57*) or a yellow fluorescent protein (YFP)–transducing vector (control group). We chose to conduct these injections in FVB mice as these animals reconstitute the genetic background of the Ube3a2X mouse line. Here, we used four separate cohorts of mice, 8 to 9 weeks of age: *n* = 6 male YFP-injected, *n* = 6 male hUbe3a-injected, *n* = 6 female YFP-injected, and *n* = 5 female hUbe3a-injected mice.

### ICV injection

At PND1, we performed ICV injection of 1 μl of the AAV-PHP.B-hSyn-hUBE3At vector (titer = 1.6 × 10^14^ viral genomes/ml, courtesy of B. J. Philpot), which enables the overexpression of human Ube3a in the mouse brain (*57*). Control mice received a 1-μl injection of AAVPHP.eB-hSyn-YFP [titer = 1.8 × 10^13^ genome copies/ml, Addgene #117382 (*92*)]. The procedure involved cryoanesthesia of pups on wet ice for 3 min. Pups were then placed onto a cooled neonatal stage for surgery. ICV injection was carried out using the following coordinates: lambda (*X*, *Y*, *Z*) = (1, ±0.3, −2.0) mm. A 35-gauge needle (Nanofil 35-gauge beveled) mounted on a 10-μl Nanofil was used to bilaterally deliver 1 μl of viral suspension. After the surgery, pups were placed on a heating pad with nesting material before being returned to the home cage with the mother. ICV-injected mice were then sacrificed at PND60 with a lethal dose of anesthesia for brain extraction.

### Resting-state fMRI

rsfMRI data were acquired as previously described (*47*, *93*, *94*). Briefly, animals were anaesthetized with isoflurane (5% induction), intubated, and artificially ventilated (2% maintenance during surgery). The left femoral artery was cannulated for continuous blood pressure monitoring. After surgery, isoflurane was replaced with halothane (0.7%) to obtain light sedation. Functional data acquisition started 45 min after isoflurane cessation.

Data were acquired with a 7-T MRI scanner (Bruker) as previously described (*95*, *96*), using a 72-mm birdcage transmit coil and a 4-channel solenoid coil for signal reception. Co-centered single-shot rsfMRI time series were acquired using an echo planar imaging (EPI) sequence with the following parameters: repetition time (TR)/echo time (TE) of 1000/15 ms, flip angle of 30°, matrix of 100 × 100, field of view of 2.3 × 2.3 cm, 18 coronal slices, slice thickness of 600 μm for 1920 volumes (total duration 32 min).

Mean arterial blood pressure (MABP) was recorded throughout the imaging sessions (fig. S8, A to C). Ube3a2X had slightly lower MABP than control mice (two-way ANOVA, genotype effect, *P* < 0.05; fig. S8C), but values were well within the autoregulation window within which changes in peripheral blood pressure do not result in fMRI blood oxygen level–dependent (BOLD) changes (*97*). In keeping with a negligible contribution of genotype-dependent MABP changes to our findings, we did not find any correlation between fMRI global connectivity and MABP in areas exhibiting sex-specific differences such as the PFC (*r* = −0.07, *P* = 0.67; fig. S8D). Arterial blood gas levels [partial pressure of CO_2_ (*P*co_2_) and partial pressure of oxygen (*P*o_2_)] were measured at the end of the acquisitions to ensure effectiveness of artificial ventilation. All mice had values within physiological range (*P*co_2_ < 42, *P*o_2_ > 90 mmHg). Analysis of body weight revealed an effect of sex (*P* < 0.01, two-way ANOVA), but no genotype or sex*genotype interactions (*P* > 0.37, all tests; fig. S8E).

### rsfMRI connectivity mapping

Raw rsfMRI data were preprocessed as previously described (*47*, *96*, *98*). The initial 50 volumes of the time series were removed to allow for signal equilibration. Data were then despiked, motion-corrected, and spatially registered to a common reference mouse brain template. Motion traces of head realignment parameters (three translations + three rotations) and mean ventricular signal (corresponding to the averaged BOLD signal within a reference ventricular mask) were regressed out from each time course. All rsfMRI time series were also spatially smoothed (full width at half maximum of 0.6 mm) and band-pass–filtered to a frequency window of 0.01 to 0.1 Hz.

To obtain an unbiased identification of the brain regions exhibiting alterations in functional connectivity, we calculated global and local fMRI connectivity maps for all mice. Global fMRI connectivity is a graph-based metric that defines connectivity as the mean temporal correlation between a given voxel and all other voxels within the brain. Local connectivity strength was mapped by limiting this measurement to connections within a 0.6252-mm (six voxels in-plane) sphere around each voxel (*95*, *99*). rsfMRI connectivity was also probed using a seed-based approach (*96*, *100*). A 3 × 3 × 1 seed region was selected to cover the areas of interest, and volume of interest (VOI)–to-seed correlations were computed. Pearson’s correlation scores were first transformed to *z* scores using Fisher’s *r*-to-*z* transform and then averaged to yield the final connectivity scores.

Voxel-wise intergroup differences in global and local connectivity and seed-based maps were assessed using a linear model including sex, genotype, and sex*genotype as factors (lm function in R studio). Data were imported into R using the oro.nifti package. The obtained *t* score maps were (FWER) cluster-corrected using a cluster threshold of *P* = 0.05.

### Structural MRI

To locate and quantify GM changes in Ube3a2X mice, we performed postmortem voxel-based morphometry (VBM) as previously described (*101*). Briefly, mice were deeply anesthetized with 5% isoflurane, and their brains were perfused via cardiac perfusion of 4% paraformaldehyde added with a gadolinium chelate to shorten longitudinal relaxation times. High-resolution morpho-anatomical T2-weighted MRI of mouse brains was performed using a 72-mm birdcage transmit coil, a custom-built saddle-shaped solenoid coil for signal reception. For each session, high-resolution morpho-anatomical images were acquired with the following imaging parameters: FLASH 3D sequence with TR = 17 ms, TE = 10 ms, α = 30°, matrix size of 260 × 180 × 180, FOV of 1.83 × 1.26 × 1.26 cm, and voxel size of 70 μm (isotropic).

Morpho-anatomical differences in local GM volumes were mapped using a registration-based VBM procedure (*47*, *101*, *102*). Specifically, high-resolution T2-weighted images were corrected for intensity nonuniformity, skull-stripped, and spatially normalized to a study-based template using affine and diffeomorphic registrations. Registered images were segmented to calculate tissue probability maps. The separation of the different tissues was improved by initializing the process with the probability maps of the study-based template previously segmented. The Jacobian determinants of the deformation field were extracted and applied to modulate the GM probability maps calculated during the segmentation. This procedure allowed the analysis of GM probability maps in terms of local volumetric variation instead of tissue density. Brains were also normalized by the total intracranial volume to further eliminate overall brain volume variations and smoothed using a Gaussian kernel of 3-voxel width. To quantify volumetric changes identified with VBM, we used preprocessed images to independently calculate the size of neuroanatomical areas via volumetric anatomical labelling (*101*).

### Behavioral tests

#### Open-field test

To test spontaneous locomotion, experimental mice were individually placed in an open-field arena (40 cm × 40 cm × 40 cm) and let free to explore for 10 min. The walls of the arena were smooth and gray-colored. Sessions were recorded and mice were automatically tracked using EthoVisionXT (Noldus). Locomotor activity was measured as total distance and mean velocity. In addition, the proportion of time spent in the center of the arena and outer zones was analyzed to estimate the level of anxiety. The number of full body rotations and time spent wall rearing were also measured.

#### Spontaneous self-grooming

Experimental mice were individually placed in an open-field arena and allowed to explore. Following a 10-min habituation period, the cumulative time spent self-grooming was scored for 10 min as indicator of stereotypic behavior as in (*103*, *104*).

#### Rotarod

The rotarod test is widely used for the evaluation and assessment of locomotor activity and motor coordination in rodents (*105*). Mice were pretrained on the rotarod apparatus for 3 days before the test. This habituation process involved performing at a consistent speed of 4 rpm for 5 min. On the fourth day, mice were tested for 5 min in three different trials. During each trial, the rotating rod accelerated from 4 to 64 rpm. Mice had 5 min of rest between each trial. The total time that the mice spent on the rotating rod was measured. The trials ended when the mice fell down or three consecutive full rotations were observed.

#### Habituation/dishabituation social interaction test

Animals were tested as previously described (*56*). Experimental mice were individually placed in a testing cage [GR900 Tecniplast cages (904 cm^2^)], lightly illuminated (5 ± 1 lux), 1 hour before the test. A matching stimulus mouse (same sex, same strain, and same age) was introduced into the testing cage for a 1-min interaction. At the end of the trial, the stimulus mouse was removed for 3 min. This sequence was repeated for four trials. Finally, experimental mouse was tested in a fifth 1-min dishabituation trial where a new stimulus mouse was introduced in the testing cage. Time spent interacting (sum of nose-to-nose sniffing, anogenital sniffing, and following) was scored across trials by an experimenter blind to genotypes.

#### Three-chamber social interaction test

Each mouse’s preference for a conspecific over an inanimate object (sociability), as well as its preference for a stranger mouse over a familiar mouse (social novelty) was assessed using previously established three-chamber assay (*106*). During the sociability phase, a stranger mouse was placed in one chamber inside a wire cup that allowed nose contact. An identical novel cup was placed in the opposite side chamber. Video monitoring of the test mouse’s exploration of the apparatus was carried on for 10 min. Next, in the social novelty phase, the test mouse was re-exposed for 10 min to the initial stranger (now familiar) mouse, as well as to a novel stranger mouse placed inside the second wire cup, in the opposite chamber. In addition to the automatically tallied time spent in each chamber, we manually scored the time spent sniffing the cups and the stimulus mice, as well time spent sniffing the empty cup. A sociability index was calculated as the time spent sniffing the mouse cup minus time sniffing the empty cup divided by the total sniffing time ($\frac{{\text{Time}}_{\text{social}}-{\text{Time}}_{\text{empty}}}{{\text{Time}}_{\text{social}}+{\text{Time}}_{\text{empty}}}$). Accordingly, the sociability index during the social novelty phase (novelty index) was calculated as the time spent sniffing the novel mouse cup minus time spent sniffing the familiar mouse cup divided by the total sniffing time ($\frac{{\text{Time}}_{\text{novel}}-{\text{Time}}_{\text{familiar}}}{{\text{Time}}_{\text{novel}}+{\text{Time}}_{\text{familiar}}}$).

#### RNA-seq and preprocessing

Mice of both genotypes and sexes were sacrificed by cervical dislocation, and PFC and hypothalamus were rapidly identified according to the Allen Mouse Brain Atlas (www.brain-map.org) and dissected. The samples used for RNA-seq experiment and a complete list of quality control parameters are deposited in Gene Expression Omnibus (GEO) (GSE217420). Brains were rotated, and the exposed hypothalamus was excised with surgical tweezers. To collect PFC tissue, explanted brains were placed in an adult mouse brain matrix (Agnthos, Sweden). Two coronal sections at the level of the PFC for each mouse brain were collected (*107*). The sections (1 mm thick) were cut with scalpel blades and immediately put on a semi-frozen glass slide. Tissue from PFC was obtained by micropunches of 0.5 mm. One micropunch for each hemisphere/section was collected, for a total of four micropunches per brain. Following tissue collection, samples were frozen with dry ice and stored at −80°C until RNA extraction.

#### RNA extraction and library preparation

All procedures were conducted in ribonuclease (RNase)–free conditions. On the day of RNA extraction, the hypothalamus and PFC tissues were disrupted and homogenized for 3 min using motor-driven grinders. Total RNA isolation was performed using RNeasy Mini Kit and RNeasy Micro Kit (Qiagen), respectively, following the manufacturer’s instructions. RNA concentration was evaluated using Qubit RNA BR Assay Kit (Life Technologies). RNA purity was assessed by determining ultraviolet (UV) 260/280 and 260/230 absorbance ratios using a NanoDrop ND-1000 spectrophotometer (Thermo Fisher Scientific). RNA quality was evaluated by measuring the RNA integrity number (RIN) using an Agilent RNA 6000 Nano Kit with an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA) according to the manufacturer’s instructions. All samples had RIN of >6.8 (see GEO repository, GSE217420). Libraries for RNA-seq were prepared using the paired-end TruSeq Stranded mRNA Sample Preparation kit (Illumina, San Diego, Ca, USA) according to the manufacturer’s instructions. For each sample of hypothalamus and PFC, 1000 ng and 500 ng were used as input quantity, respectively. The libraries were prepared in one batch using NovaSeq 6000 S2 Reagent Kit (200 cycles) at an average read depth of 100 million paired-end reads. Libraries were 0.85 nM in a volume of 150 μl and loaded on an Illumina NovaSeq 6000 System (Istituto Italiano di Tecnologia, Center for Human Technologies, Genomic Unit, Genova, Italy).

Raw reads were aligned to the mm10 genome (GRCm38 primary assembly obtained from the Gencode website) using the STAR aligner and counted with featureCounts using the gene annotation Gencode v24. Picard tools (http://broadinstitute.github.io/picard/) functions were used to quantify sequencing-related variables. Low-read genes were removed if they had less than 100 reads in two or more samples. Variance filtering was used to filter out genes in the bottom 15%-tile ranked by variance. 

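Of the 54165 genes in the count table, 12824 had at least 100 reads in all PFC libraries or in all but 1, and 10900 were left after the 15% with the lowest variance were removed. In the Hypo the numbers were 13964 and 11869. Read as a minimum of 100 reads in at least 2 libraries, a reading added after the numbers were seen, the filter left 14524 and then 12345 genes in the PFC, and 16176 and then 13749 in the Hypo. The filter of edgeR (filterByExpr) left 19980 and 21311 genes. The genes tested held 77.1% of the counted reads in the PFC and 77.2% in the Hypo.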

In PFC samples, this filtering resulted in 12,294 genes being retained for further analysis, while 13,727 genes were retained for Hypo samples. Normalization for library size was implemented with the calcNormFactors function in the edgeR R library, using the trimmed mean of M values (TMM) method (*108*). The voom function from the limma library in R (*109*) was then used to transform the data to log counts per million and estimate precision weights to incorporate in the linear modeling of differential expression (DE). Finally, surrogate variable analysis (SVA) was used to estimate artifact-related variables (*110*). This was achieved by constructing a model of the known variables to account for (i.e., sex, genotype, sex*genotype interaction, and RIN) and then having SVA estimate surrogate variables (SVs) from the error term of the model. The number of SVs estimated was 2 for both PFC and Hypo. To better understand how these SVs account for known sequencing-related artifact variables, we first ran a principal components analysis (PCA) on the Picard variables of percent coding bases, percent utr bases, percent intronic bases, percent intergenic bases, median CV coverage, median 5′ to 3′ bias, aligned reads, and AT dropout. This gave an orthogonal summary of the artifact-related variables, and we then analyzed these PCs for correlations with the SVs. 

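The 2 surrogate variables of each tissue were compared with the principal components (PCs) of 8 sequencing quality measures. In the 20 PFC libraries, the first surrogate variable was related to the first quality PC, which held 43.6% of the variance (Pearson r = 0.968, Spearman rho = 0.896, permutation p = 1e-05 for each, the smallest that the permutations can give; adjusted p = 1.44e-04 over 72 tests). Without the 2 libraries farthest from the median, r was 0.909. At an adjusted p under 0.05, no other PC was related to it and 0 of 8 to the second surrogate variable (largest r = −0.531 and rho = −0.591, with the seventh PC; permutation p = 0.015 and p = 0.0069, adjusted p = 0.153 and p = 0.0552). In the 18 Hypo libraries, 0 of 8 quality PCs passed for either surrogate variable. The first one had r = −0.773 and rho = 0.292 with the first PC (permutation p = 0.038 and p = 0.24; adjusted p = 0.274 and p = 0.751), and r was 0.141 without 2 libraries. The second one had r = 0.548 and rho = 0.631 with the first PC (permutation p = 0.0061 and p = 0.0063; adjusted p = 0.0732 and p = 0.0552), and r was 0.640 without 2 libraries.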

We find that both SVs are highly correlated with many of the sequencing-related artifact PCs (fig. S9), indicating that substantial sequencing-related artifact is accounted for parsimoniously with two SVs. Furthermore, to see how these SVs correlate with principal axes of variance in the expression data, we correlated SVs with the first 10 principal components of the expression data. 

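Each surrogate variable was also compared with the first 10 PCs of the expression values, and by Pearson r each passed an adjusted p of 0.05 for 1 PC, by permutation of the libraries. In the PFC the first surrogate variable had Pearson r = −0.989 and Spearman rho = −0.986 with the first expression PC, and the second had r = 0.898 and rho = 0.929 with the second (r = 0.880 without the 2 libraries farthest from the median). In the Hypo the values were r = −0.9996 and rho = −0.944 for the first pair and r = 0.983 and rho = 0.959 for the second (r = 0.979 without 2 libraries). By Spearman rho, the first Hypo surrogate variable also passed for the second PC (rho = 0.695, adjusted p = 0.0276; r = −0.003). The permutation p was 1e-05 for the r of each of the 4 pairs, the smallest possible.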

Here again, the SVs known to be relevant for sequencing-related artifact are highly correlated with the first PCs in the expression data (fig. S9), indicating that without removing these artifact-related structured noise variables, they would swamp a large proportion of the variance in the expression data. Therefore, we used these SVs in the linear modeling for DE to account for and remove variance associated with these artifact-related SVs.

#### DE analysis

DE analysis was achieved using functions for linear modeling in the limma library in R. DE analysis examined specific contrasts for the sex*genotype interaction as well as main effects of sex and group, respectively. The linear model included RIN and SVs as covariates and incorporated the precision weights estimated by voom:

$$\text{logcpm}\sim {\text{group}}^{*}\text{sex}+\text{RIN}+\text{sv}1+\text{sv}2$$

where logcpm is the log counts per million, group is the genotype, RIN is the RNA integrity, and sv is the surrogate variables identified by SVA.

DE models were computed separated for PFC and Hypo samples. Genes that pass FDR *q* < 0.05 (*111*) were considered DE.

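The adjustment behind the tables was read from their values. Under the method of Benjamini and Hochberg, an adjusted p times its rank and divided by p cannot exceed the number of genes tested. It gives that number at the end of each run of tied adjusted p. The copies of Tables S1, S2, and S3 used here hold 1235, 1456, and 1497 genes, a part of each table. In them the largest such number was 5106 in Table S1, 5350 in Table S2, and 7255 in Table S3, or 41.5%, 43.5%, and 59.0% of 12294 genes. The ends of the complete runs lay at 5096 to 5106 (177 runs), 5337 to 5350 (436 runs), and 7206 to 7255 (78 runs).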

#### Enrichment analysis

To annotate DE gene sets for Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways and mouse brain cell types, we used the enrichR library in R (https://maayanlab.cloud/Enrichr/) (*112*, *113*). Mouse brain cell types were based on data cortex and hippocampal tissue samples in the Allen Institute 10× single-cell RNA-seq (scRNA-seq) dataset (*65*) (https://portal.brain-map.org/atlases-and-data/rnaseq). For GO BP enrichment analysis, we used the GeneWalk library in Python (https://github.com/churchmanlab/genewalk) (*114*). With custom gene lists of relevance to autism- and sex-related genomic mechanisms, we ran additional gene set enrichment tests with DE gene sets. These tests were run using custom code for running gene set enrichment analysis that computes enrichment ORs and *P* values based on the hypergeometric distribution. For these tests, we used a background total equivalent to the total number of genes analyzed after filtering in the main gene expression analyses (e.g., 12,294 for PFC and 13,727 for Hypo). Because autism- and sex-related gene lists are based on human gene symbols, we first converted mouse gene IDs into human gene homologs and then ran all enrichment tests. All results of these enrichment tests were thresholded at FDR *q* < 0.05. The diagnostic gene lists were a curated list of high-impact autism-associated genes from SFARI Gene (https://gene.sfari.org; downloaded January 2021; the SFARI gene list includes all genes from all categories 1, 2, 3, and S) and DE genes from postmortem cortical tissue in autism, schizophrenia, bipolar disorder (*59*), and duplication 15q syndrome (*43*) and from iPSC-derived neurons from dup15q and AS patients (*60*). Sex-related gene lists included downstream targets of the androgen (*36*) and estrogen receptors (*115*), and genes that are sex-differentially targeted by transcription factors (*116*). We also ran similar enrichment analyses for chromosomes to test if DE gene sets were significantly enriched for genes located on specific chromosomes (e.g., X chromosome). The background list of genes is reported in table S5. All the lists of genes used in the enrichment tests are reported in table S6.

#### PPI analysis

To better understand how key DE genes may work together in specific ASD-relevant systems biological processes, we used STRING-DB (https://string-db.org/) to conduct a PPI analysis whereby the input gene list was *Ube3a*, steroid hormone receptors (ar, esr1, esr2), and PFC sex-by-genotype DE genes that were annotated as significantly enriched in GeneWalk GO biological processes of relevance to autism (e.g., synaptic, transcription, translation, mTOR, and ERK signaling pathways) or of relevance to steroid hormone receptor signaling. This analysis was done using the human gene homologs of the mouse DE genes and applies standard STRING defaults in the analysis (i.e., full network type, confidence level = 0.4). The resulting PPI network plot is then colored with a data-driven *k*-means clustering with *k* = 3 to visually demarcate proteins that cluster into largely synaptic, transcription/signaling, and translation sets.

#### Quantitative RT-PCR

Adult (12- to 16-week-old) Ube3a2X- and FVB-injected mice were euthanized, and their brains were promptly extracted, carefully dissecting either the entire cortex, or medial PFC, using forceps. The dissected samples were rapidly frozen in dry ice and stored at −80°C. Total RNA extraction from these samples was performed using the RNeasy Plus Mini Kit (Qiagen). Subsequently, the RNA underwent reverse transcription into cDNA using the SuperScript VILO cDNA Synthesis kit (Thermo Fisher Scientific) following the manufacturer’s instructions.

Subsequently, we carried out qRT-PCR in a Bio-Rad C1000 Thermal Cycler, using the PowerUp SYBR Green Master Mix (Applied Biosystems). To prevent the amplification of genomic DNA, primers (Sigma) were designed across different exons (refer to the list of primer sequences below). Expression analyses were executed using CFX3 Manager 3.0 software from Bio-Rad.

Mean cycle threshold (*C*_t_) values were determined from triplicate experiments for each gene of interest and the reference housekeeping gene, β-actin. These values underwent adjustment for PCR efficiency and inter-run calibration.

Statistical analyses were carried out using a two-way ANOVA followed by Tukey post hoc analysis, with a significance level set at *P* < 0.05.

The following primer sequences were used: Fmr1, 5′-GTGAGGGTGAGGATTGAGGC (forward) and 5′-TGAAACCACTAACACCCTCTGG-3′ (reverse); Ube3a, 5′-GGCGAGGACAGATCACCAG-3′ (forward) and 5′-AGGCCTCATTTCCACAGCC-3′ (reverse); Scn2a, 5′-ATGACCATGAGCAACCCTCC-3′ (forward) and 5′-CAAATTCTGTTACATACGCAAAGGT-3′ (reverse); Cul3, 5′-ACAGCATTTGGGACCTTCTGA-3′ (forward) and 5′-TCTTCTCGCACC TTATTTATGAGA-3′ (reverse); Gabrb3, 5′-AGGAAGGCTTTTCGGCATCT-3′ (forward) and 5′-GGGGTCGTTTACGCTCTGA-3′ (reverse); hUbe3a, 5′-GTTCCTCCAATTCACCACC-3′ (forward) and 5′-CACGTTGAAACAAGTGTGGG-3′ (reverse).

#### Western blot

PFC tissue samples from adult Ube3a2X mice (13 to 15 weeks old) were lysed using lysis buffer [10 mM tris (pH 7.4), 0.5% NP-40, 0.5% Triton X-100, 150 mM NaCl plus Protease and Phosphatase Inhibitor Cocktail Tablets, Roche) via mechanical homogenization. Protein quantification was carried out with Pierce BCA quantification kit following the manufacturer’s instructions (Thermo Fisher Scientific). Samples were boiled in Laemmli sample buffer containing 100 mM dithiothreitol (DTT) for 5 min at 95°C and loaded on SDS polyacrylamide gel electrophoresis (SDS-PAGE) using precast gels (Any kD, Bio-Rad) and then transferred to nitrocellulose membranes. Membranes were blocked for 1 hour in 5% (w/v) nonfat dry milk in TBS-T or 5% bovine serum albumin (BSA) in TBS-T (tris-buffered saline containing 0.01% Tween 20). Blots were probed with anti-UBE3A (BD 611416; 1:1000 in 5% BSA). After incubation with primary antibodies, membranes were washed three times with TBS-T (10 min each) and then probed with a 1:15,000 dilution of anti-mouse horseradish peroxidase (HRP) conjugated (Jackson ImmunoResearch 115-035-003) for 1 hour, at room temperature. After two washes with TBS-T and one with Milli-Q water, signals were revealed using the ECL Prime Western Blotting Detection Kit (GE Healthcare) and visualized with a ChemiDoc Imaging System (Bio-Rad). We obtained the final quantification of proteins detected by primary antibodies using densitometric analysis of the Western blots and normalizing the signal on the corresponding total protein lane [obtained by the enhanced tryptophan fluorescence technology of stain-free gels, Bio-Rad (*117*, *118*)]. Statistical analysis of Western blot data was performed by two-way ANOVA using the GraphPad Prism 8 software with a significance level set at *P* < 0.05.

# Supplementary material for: Sex-biasing influence of autism-associated Ube3a gene overdosage at connectomic, behavioral, and transcriptomic levels
**Source:** Sci Adv. 2024 Jul 12;10(28):eadg1421. doi: 10.1126/sciadv.adg1421
**Supplement:** Supplementary file 1 — Figs. S1 to S9 Legends for tables S1 to S6

Supplementary Materials for  
**Sex-biasing influence of autism-associated *Ube3a* gene overdosage at  
connectomic, behavioral, and transcriptomic levels**

Caterina Montani *et al.*

*Sci. Adv.* **10**, eadg1421 (2024)  
DOI: 10.1126/sciadv.adg1421

**The PDF file includes:**

Figs. S1 to S9  
Legends for tables S1 to S6

**Other Supplementary Material for this manuscript includes the following:**

Tables S1 to S6

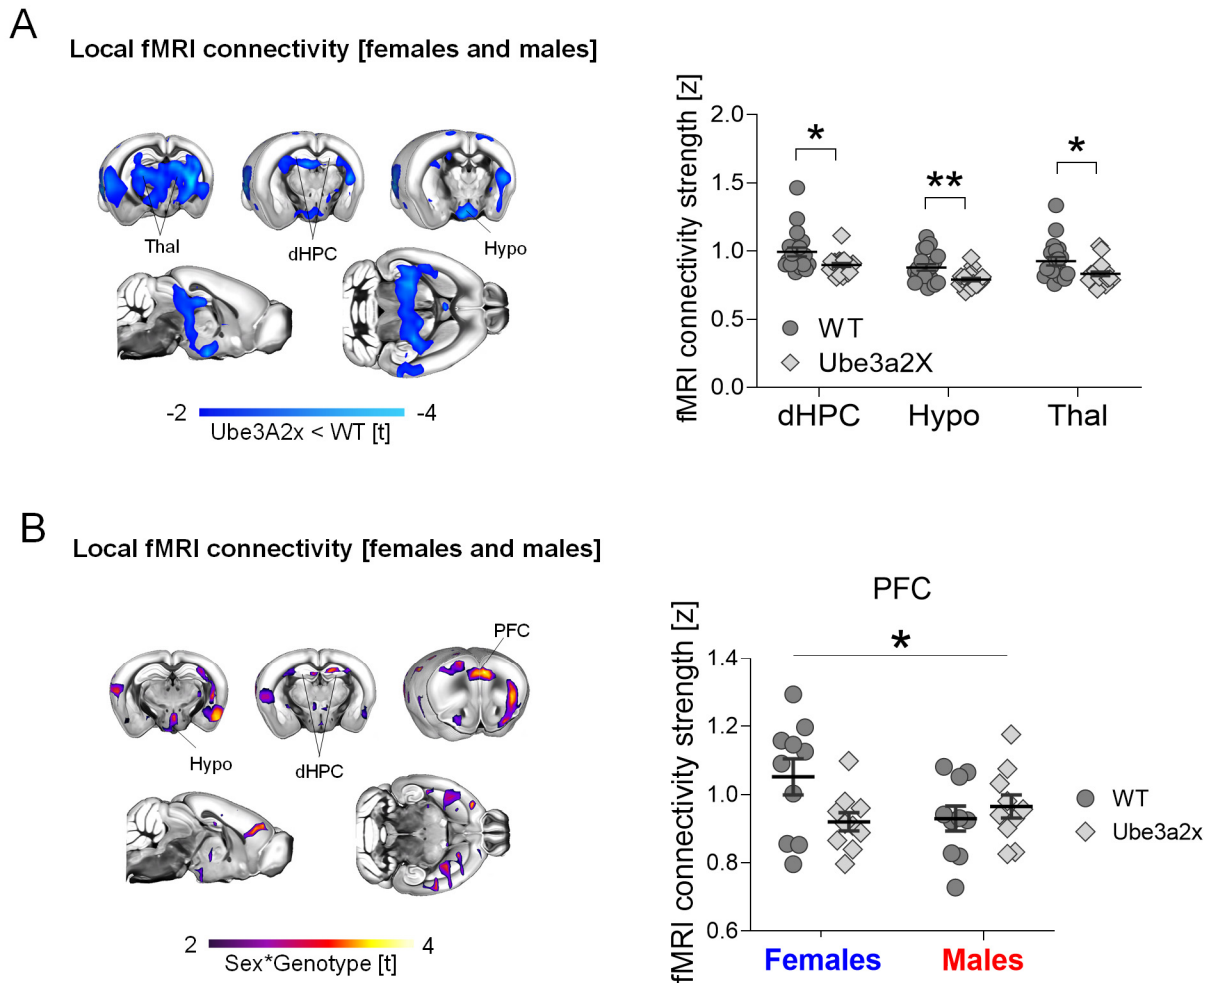

**Supplementary Figure S1**

**Increased *Ube3a* dosage affects local fMRI connectivity in a sex-dependent manner. A)** Intergroup contrast maps (left panel) showing reduced local fMRI connectivity strength in Ube3A2X animals ( $n = 20$ ) compared to WT control ( $n = 20$ ) littermates (both sexes, blue color indicates reduced connectivity,  $t$ -test,  $t > 2$ ; FWE cluster-corrected). Panel on the right illustrates quantification of global fMRI connectivity strength in representative regions of interest ( $t$ -test, thalamus,  $t = 2.57$ ,  $p = 0.015$ ; dorsal hippocampus,  $t = 2.62$ ,  $p = 0.014$ ; hypothalamus,  $t = 3.25$ ,  $p = 0.028$ ). **B)** Contrast maps (left panel) showing areas exhibiting sex\*genotype interactions in local fMRI connectivity strength (purple and yellow coloring,  $t > 2$ ; FWE cluster-corrected). Panel on the right illustrates quantification sex\*genotype interaction in representative regions of interest. (ANOVA interaction,  $F = 6.68$ ,  $p = 0.019$ ). dHPC, dorsal hippocampus; Hypo, Hypothalamus; PFC, Prefrontal Cortex, Thal, Thalamus. \* $p < 0.05$ , \*\* $p < 0.01$ . FWE: family-wise error. Error bars of the plots indicate SEM and each dot represents a mouse.

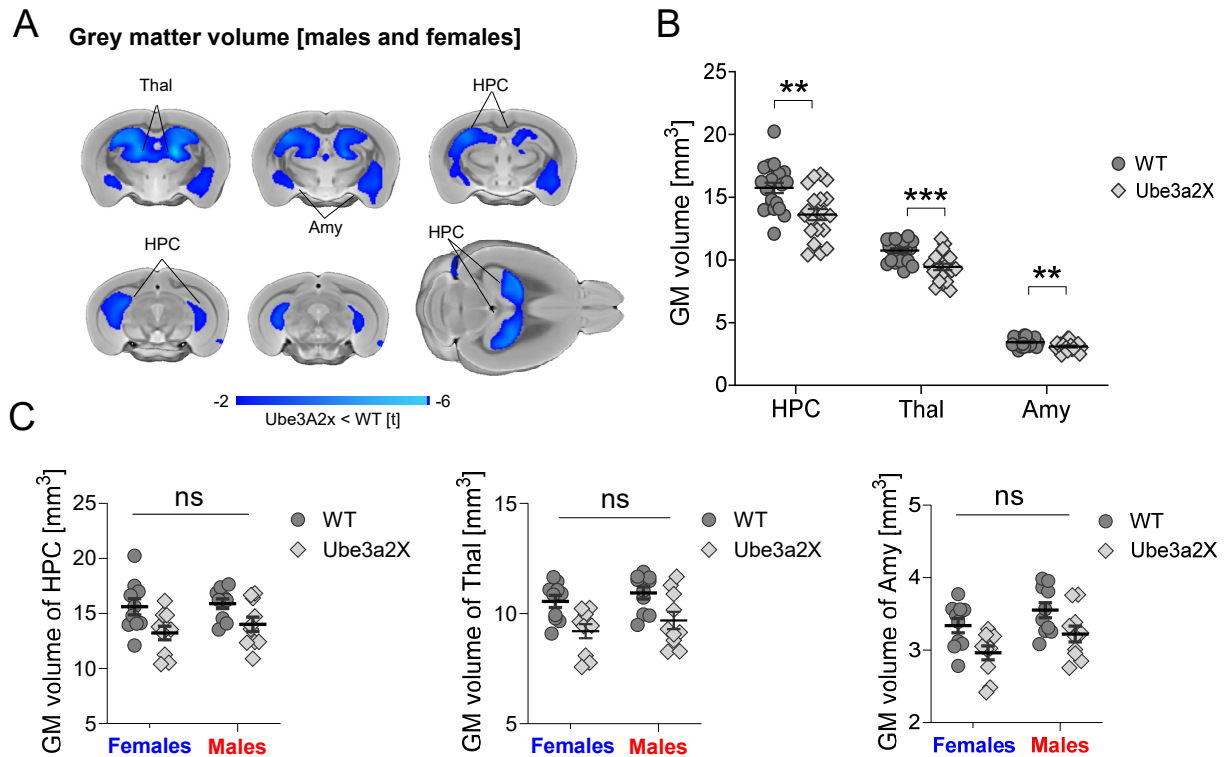

**Supplementary Figure S2**

**Brain anatomy is not affected by *Ube3a* dosage in a sex-dependent manner.** **A)** Structural MRI showing a reduction in gray matter volume in Ube3a2X mutants (n=20) compared to WT control (n=20) littermates (both sexes,  $t > 2$ ; FWE cluster-corrected, blue coloring). **B)** Regional quantifications showing reduction of gray matter volume in hippocampus ( $t = 3.47$ ,  $p = 0.001$ ), thalamus ( $t = 4.097$ ,  $p < 0.001$ ) and amygdala ( $t = 3.29$ ,  $p = 0.002$ ) in Ube3a2X mutants compared to WT mice (both sexes). **C)** Sex\*genotype interaction in gray matter volume was not significant ("ns") in all the quantified regions, including amygdala (ANOVA, sex\*genotype interaction,  $F = 0.05$ ,  $p = 0.82$ ), thalamus (ANOVA, sex\*genotype interaction,  $F = 0.025$ ,  $p = 0.87$ ) and hippocampus (ANOVA, sex\*genotype interaction,  $F = 0.17$ ,  $p = 0.68$ ). The absence of significant sex\*genotype interactions reflects concomitantly reduced GM volume in both Ube3a2X females (t-test, amygdala,  $t = 2.59$ ,  $p = 0.027$ ; thalamus,  $t = 3.60$ ,  $p = 0.009$ ; hippocampus,  $t = 2.71$ ,  $p = 0.002$ ) and Ube3a2X males (unpaired t-test, amygdala,  $t = 2.59$ ,  $p = 0.057$ ; thalamus,  $t = 2.78$ ,  $p = 0.017$ ; hippocampus,  $t = 2.13$ ,  $p = 0.08$ ) compared to sex-matched WT control mice. Amy, Amygdala; Thal, Thalamus; Hypo, Hypothalamus; \* $p < 0.05$ , \*\* $p < 0.01$ ; FWE, family-wise error; ns, non-significant; GM, gray matter, Error bars of the plots indicate SEM and each dot represents a mouse.

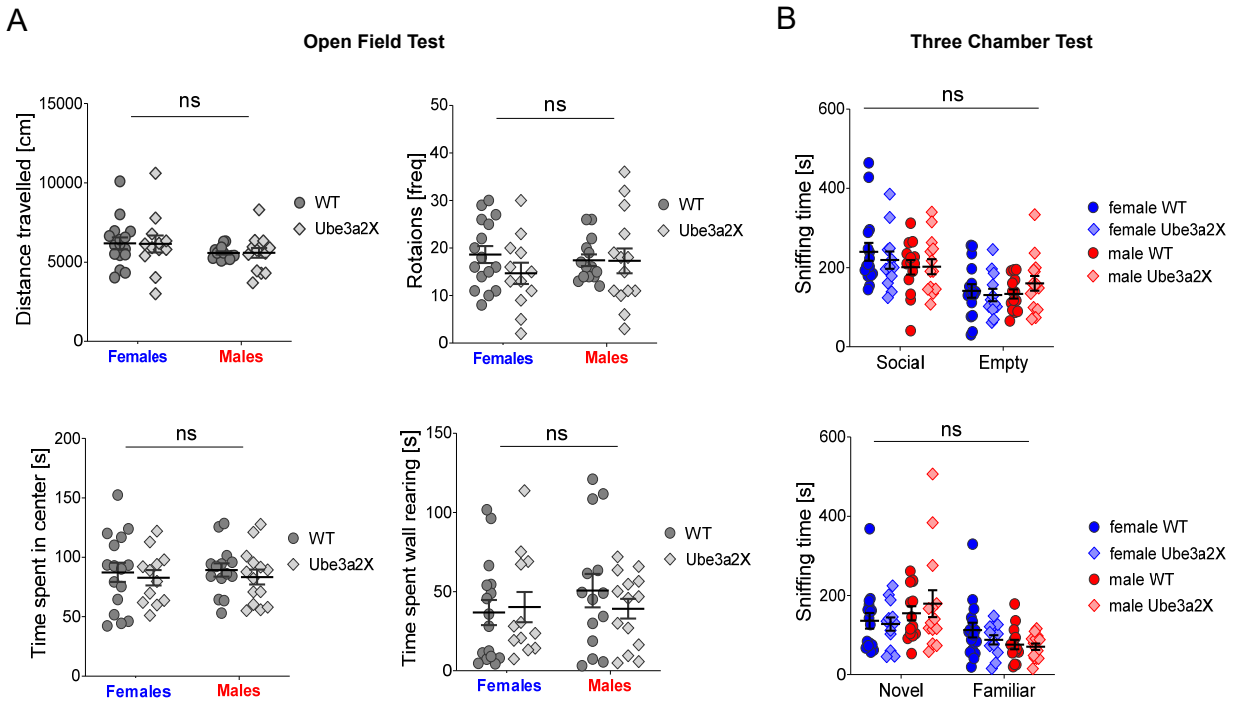

**Supplementary Figure S3**

**Ube3a2X mice do not show gross alterations in social and anxiety-related behaviors.** **A)** Results of open field test. Sex\*genotype interaction was not significant (“ns”) for travelled distance ( $F = 0.005$ ,  $p = 0.94$ ), frequency of rotations ( $F = 0.89$ ,  $p = 0.35$ ), total time spent in the center ( $F = 0.011$ ,  $p = 0.92$ ) and wall rearing ( $F = 0.73$ ,  $p = 0.39$ , ANOVA, sex\*genotype interaction). All four behaviors were unimpaired in Ube3a2X mutants ( $n = 27$ ,  $n = 14$  males and  $n = 13$  females) compared to sex-matched WT littermates ( $n = 30$ ,  $n = 14$  males and  $n = 16$  females) ( $p > 0.20$ , all behaviors). **B)** Three chamber test. The total time spent sniffing is reported for sociability (top panel) and the social novelty phase (bottom panel). Sex\*genotype interaction in sociability (ANOVA, sex\*genotype interaction,  $F = 1.24$ ,  $p = 0.31$ ) and preference for social novelty (ANOVA, sex\*genotype interaction,  $F = 0.39$ ,  $p = 0.76$ ) were not significant (“ns”). Chamber effect was significant in both phases ( $F = 20.71$ ,  $p < 0.0001$ ,  $F = 18.3$ ,  $p < 0.0001$ , respectively). \*\*\* $p < 0.001$ . All plots report mean  $\pm$  SEM, on top of individual data points.

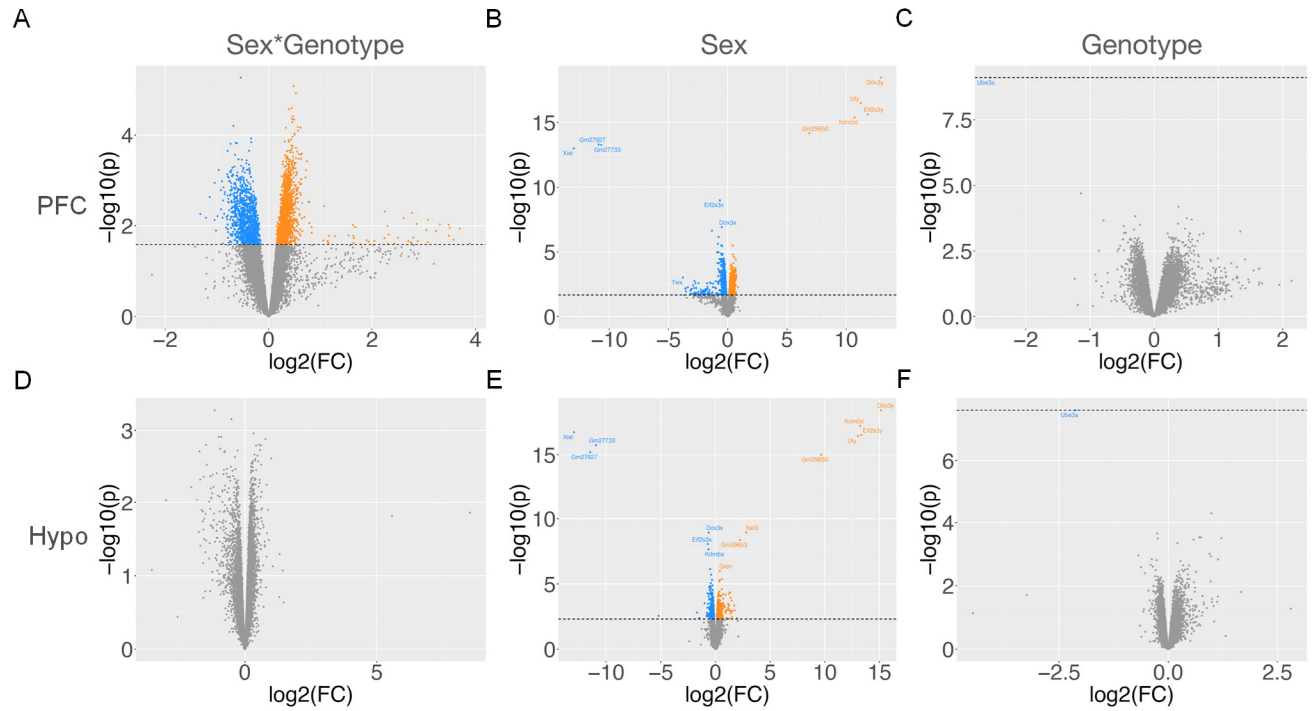

**Supplementary Figure S4**

**Genes are dysregulated in a sex\*genotype manner in the PFC.** Rows indicate PFC data (top, A-C) or Hypo data (bottom, D-F). Volcano plots show log2 fold change (FC) on the x-axis and  $-\log_{10}$  p-values on the y-axis for the effects of the sex\*genotype interaction (left, A, D), main effect of sex (middle, B, E), and main effect of genotype (right, C, F). Genes colored in orange are the M-F+ genes, while genes colored in blue are M-F- genes. Genes depicted in gray fall below the horizontal dotted line indicating the FDR  $q < 0.05$  threshold, and are thus considered not differentially expressed.

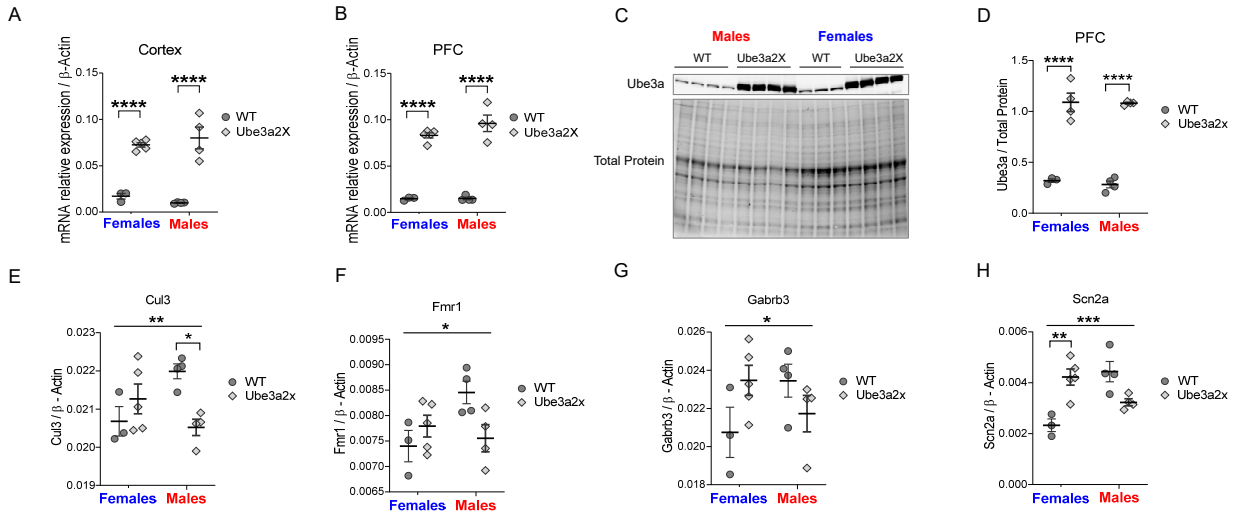

**Supplementary Figure S5**

**qRT-PCR quantifications and Western blot analyses of Ube3a.** Relative mRNA expression level as obtained by qRT-PCR performed on **A**) whole cerebral cortex (sex\*genotype interaction,  $F = 1.36$ ,  $p = 0.26$ , sex factor  $F = 0.0014$ ,  $p = 0.97$ , genotype factor  $F = 100.2$ ,  $p < 0.0001$ . Tukey's post hoc test for multiple comparisons, \*\*\*\* $p < 0.0001$ ), or **B**) PFC extracts of adult wild type (WT) and Ube3a2X male and female mice (sex\*genotype interaction,  $F = 1.67$ ,  $p = 0.22$ , sex factor  $F = 1.82$ ,  $p = 0.20$ , genotype factor  $F = 229$ ,  $p < 0.0001$ . Tukey's post hoc test for multiple comparisons \*\*\*\* $p < 0.0001$ ). Each dot indicates an individual animal. **C**) Western Blot analysis of Ube3a on PFC lysates from WT and Ube3a2X male and female animals. **D**) Relative protein expression level as obtained by Western Blot analysis on PFC extracts of adult wild type (WT) and Ube3a2X male and female mice (sex\*genotype interaction,  $F = 0.075$ ,  $p = 0.79$ , sex factor  $F = 0.19$ ,  $p = 0.67$ , genotype factor  $F = 218.2$ ,  $p < 0.0001$ . Sidak's post hoc test for multiple comparisons \*\*\*\* $p < 0.0001$ ). **Validation of RNAseq top hit genes via qRT-PCR. E-H**) Relative mRNA expression level as obtained by qRT-PCR performed on PFC extracts of adult WT and Ube3a2X male and female mice for the following genes: Cul3 (sex\*genotype interaction,  $F = 9.95$ ,  $p = 0.008$ ), Fmr1 (sex\*genotype interaction,  $F = 6.6$ ,  $p = 0.02$ ), Gabrb3 (sex\*genotype interaction,  $F = 5.39$ ,  $p = 0.039$ ), and Scn2a (sex\*genotype interaction,  $F = 24.7$ ,  $p = 0.0003$ ).

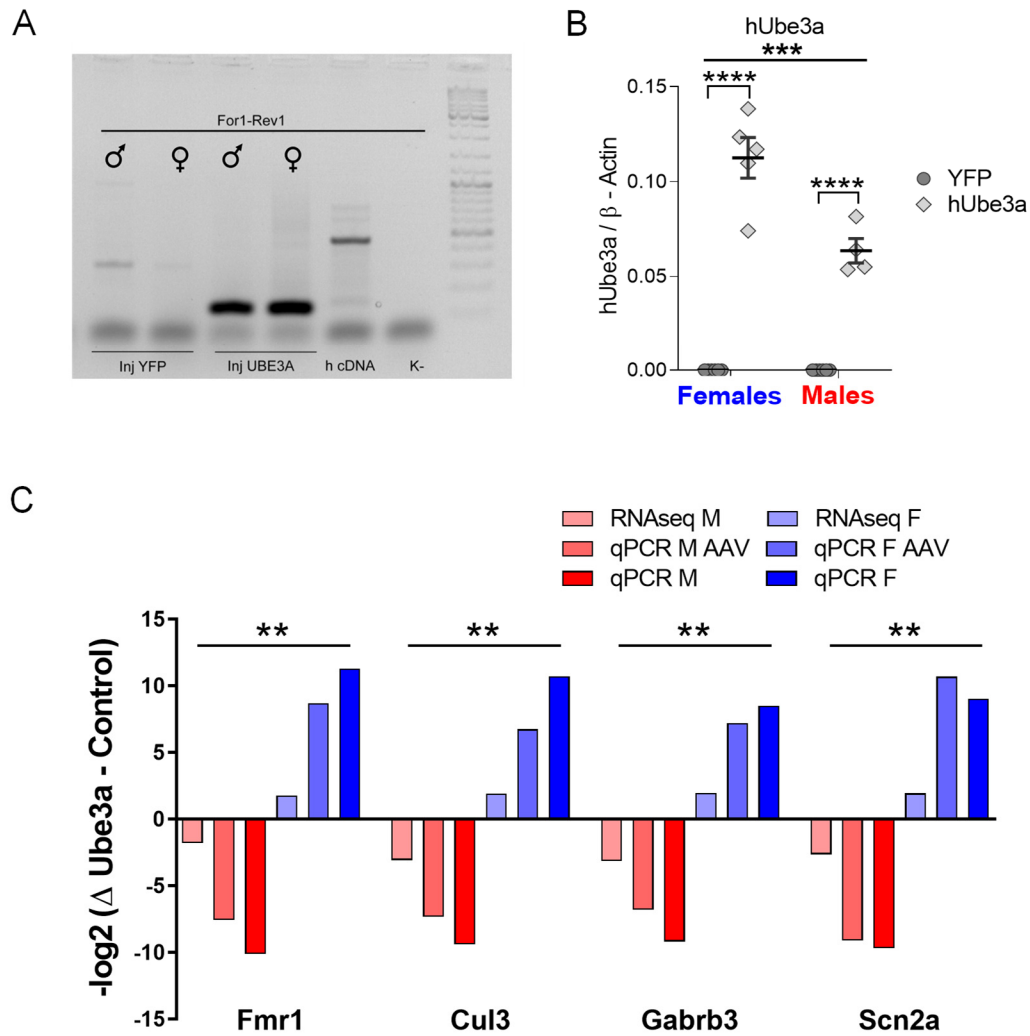

Supplementary Figure S6

**hUbe3A overexpression in FVB mice.** **A)** qRT-PCR showing expression of hUbe3a in male and female FVB mice injected with AAV-PHP.B-hSyn-hUBE3At vector (Inj UBE3A). AAVPHP.eB-hSyn-YFP (Inj YFP) was used as control. **B)** Relative mRNA expression level of hUbe3a, as obtained by qRT-PCR performed on PFC from hUbe3a injected animals and controls (ANOVA interaction,  $F = 18.7$ ,  $p = 0.0005$ , sex factor  $F = 18.7$ ,  $p = 0.0005$ , genotype factor  $F = 240.5$ ,  $p < 0.0001$ . Tukey's post hoc test, \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$ ). **C)** Plot showing the difference ( $\Delta$ ) in gene expression between Ube3a overexpressing animals (Ube3a2X and AAV-hUbe3a injected animals) and controls. Cul3, Fmr1, Gabrb3 and Scn2a showed the same directionality of the sex-specific effect across the 3 experiments: the first value plotted is mean gene expression obtained with RNAseq ("RNAseq Sex"); the second one is the result of qRT-PCR analysis performed on pooled samples from virally injected FVB mice (labelled "qPCR Sex AAV"); the third one is an independent validation of our prior RNAseq data in the mouse model that we obtained via qRT-PCR of candidate (ANOVA sex\*gene interaction  $F = 0.076$ ,  $p = 0.97$ , sex-factor  $F = 65.7$ ,  $p < 0.0001$ , gene  $F = 0.025$ ,  $p = 0.99$ . Sidak's post hoc test \*\* $p < 0.01$ ).

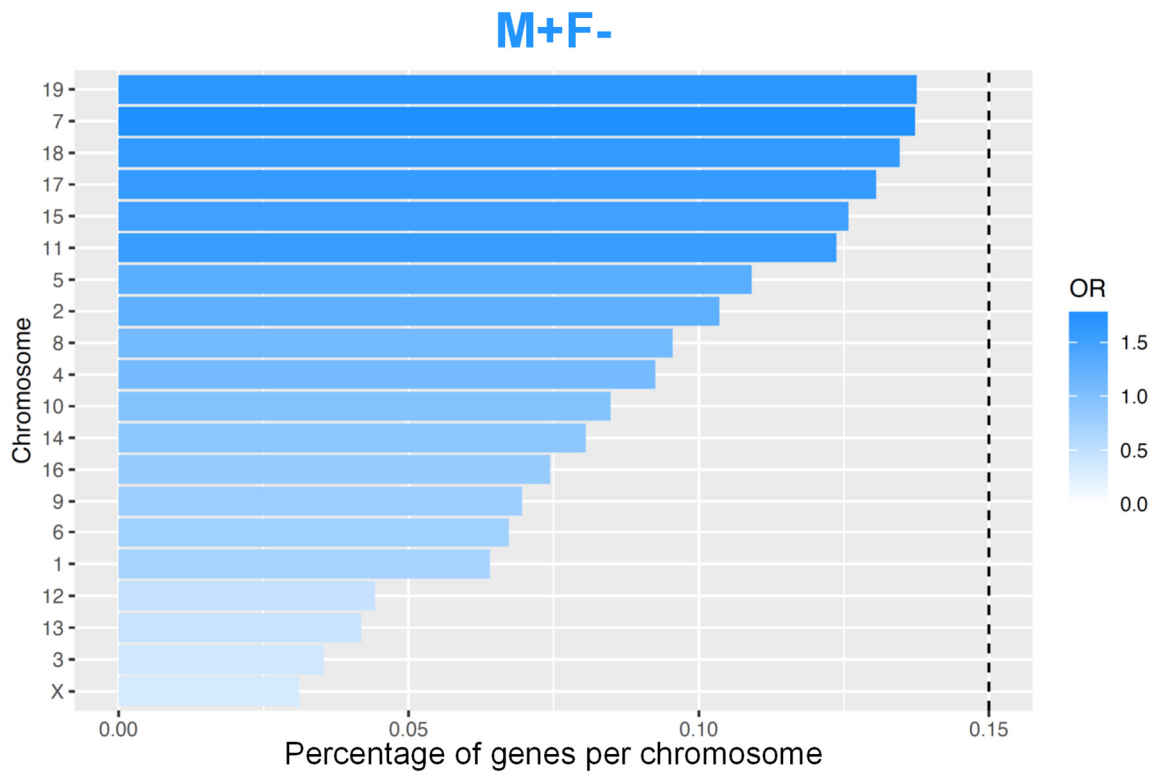

**Supplementary Figure S7**

**DE+ genes are equally distributed across chromosomes.** Plot showing the percentage of genes per each chromosome that are DE+. 

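For M+F− genes at an unadjusted p under 0.05 in the PFC, the share per chromosome ranged from 4.27% on the X (16 of 375 genes) to 18.2% on chromosome 17 (97 of 534). Shares above those of the other chromosomes, at an adjusted p under 0.05 over 20 chromosomes (two-sided Fisher's exact test, Benjamini-Hochberg), were found on chromosomes 7 (17.8%; odds ratio 1.47), 11 (17.9%; 1.47), 17 (1.49), and 19 (18.1%; 1.47), and lower shares on chromosomes 1 (0.697), 3 (0.491), 12 (0.452), 13 (0.349), and X. Among the 526 positive genes at Storey's q under 0.05, chromosomes 7 (odds ratio 2.06), 15 (1.62), and 19 (1.64) were higher. The sign of the interaction followed the GC content of single genes. Of the 2765 genes, 1047 positive and 24 negative ones lay in the third of genes with the highest GC content, against 79 and 1092 in the third with the lowest. Apart from the X, a link of GC content to the share of a chromosome was not tested.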

Color indicates the enrichment odds ratio. The vertical dotted line indicates the FDR  $q < 0.05$  threshold.

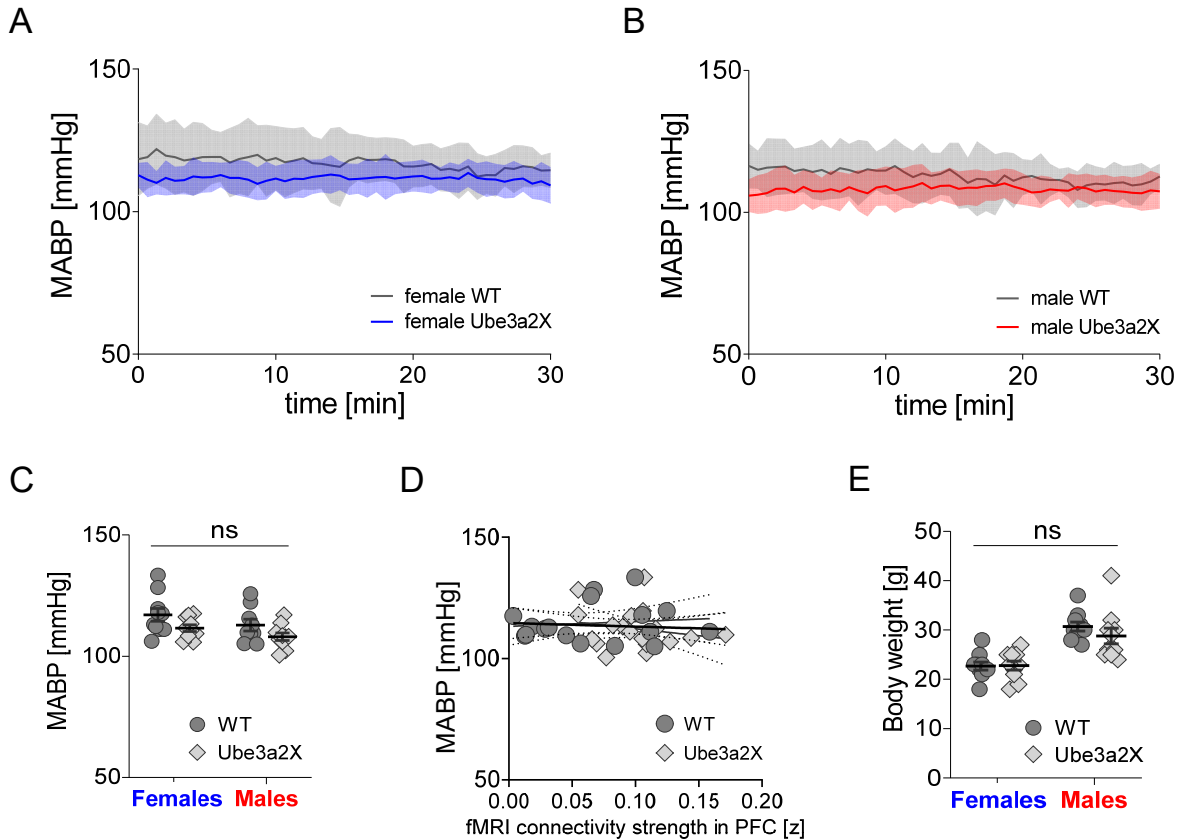

**Supplementary Figure S8**

**Mean arterial blood pressure and body weight.** **A)** Plot of mean arterial blood pressure in female Ube3a2X mice (n=10) and female WT littermates (n=10) during rsfMRI scanning. **B)** Plot of arterial blood pressure in male Ube3a2X mice (n=10) and male WT littermates (n=10) during rsfMRI scanning. **C)** Quantification of mean arterial blood pressure of Ube3a2X females (unpaired t-test,  $t = 1.91$ ,  $p = 0.12$ ) and Ube3a2X males (unpaired t-test,  $t = 1.62$ ,  $p = 0.21$ ) across the imaging time window. No significant sex\*genotype interaction was observed in arterial blood pressure (ANOVA, sex\*genotype interaction,  $F = 0.031$ ,  $p = 0.86$ , "ns" in the plot). **D)** Lack of correlation between fMRI connectivity in a representative brain region (i.e. the prefrontal cortex) and mean arterial blood pressure ( $r = -0.07$ ,  $p = 0.67$ ). **E)** Body weight of Ube3a2X females (unpaired t-test,  $t = 0.06$ ,  $p = 0.99$ ) and Ube3a2X males (unpaired t-test,  $t = 1.22$ ,  $p = 0.40$ ) is comparable to that of sex-matched WT control mice. Sex\*genotype interaction in body weight was not statistically significant (ANOVA, sex\*genotype interaction,  $F = 0.82$ ,  $p = 0.37$ , "ns" in the plot). ns, non-significant. Error bars of the plots indicate SEM.

A

PFC

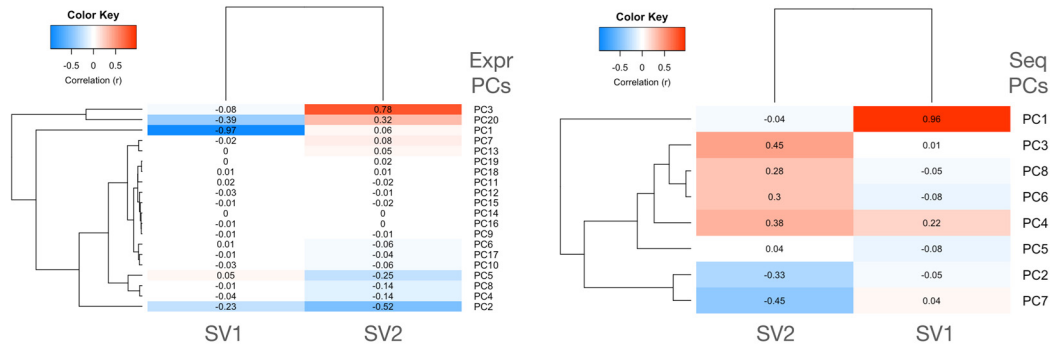

B

Hypo

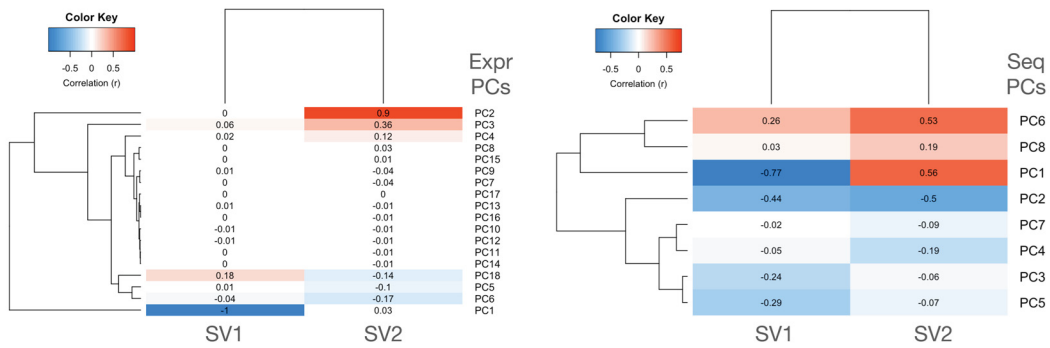

Supplementary Figure S9

Correlations between surrogate variables (columns SV1, SV2) and principal components (rows) derived from preprocessed gene expression data (left) or sequencing-related variables (right). Panel (A) shows these correlations for PFC data, while panel (B) shows the correlations from Hypo data.

### **Supplementary Table S1**

Full list of DE genes in the PFC tested for sex\*genotype interaction.

### **Supplementary Table S2**

Full list of DE genes tested for the main effect of sex.

### **Supplementary Table S3**

Full list of DE genes tested for the main effect of group (genotype).

### **Supplementary Table S4**

Complete statistics of each of the gene lists used for the enrichment tests.

### **Supplementary Table S5**

Background sets of all the genes tested for DE.

### **Supplementary Table S6**

Lists of genes used for the enrichment tests.

How the deposited data were processed for this re-analysis (not part of the article)

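Gene expression was measured by RNA-seq in the prefrontal cortex (PFC) of 20 mice and the hypothalamus (Hypo) of 18 mice, WT and Ube3a2X, of both sexes, 38 libraries from 25 mice in all. The authors prepared stranded paired-end mRNA libraries in 1 batch, aligned the reads with STAR to GRCm38, and counted them on the genes of Gencode v24 with featureCounts. The deposited count table holds reads counted per gene for 54165 genes without normalization or filter. Of these, 53905 were found in the GENCODE vM21 annotation used here for coordinates, GC content, and exon length, and 260 were not. The deposited table of quality measures gives, for each library, a score for RNA integrity (RIN) and a score for AT dropout. For each library the authors also give, as a fraction, the share of aligned bases in each kind of region and the share of reads on the expected strand. The unevenness of coverage and the bias between the transcript ends are deposited as a ratio, and the aligned reads as a count. The authors made these measures with Picard. In that table the row of PFC WT male 266 carries this number in the name of the sample and 66 as the number of the mouse, and it was joined to that library by the name. RIN was compared in the text as a score, and the shares were converted to percent. The shares, ratios, and scores were not changed otherwise.

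From the counts, each tissue was analysed in R 4.3.3. Genes with fewer than 100 reads in 2 or more libraries were removed, then the 15% with the lowest variance of log2-CPM (prior count 2), which left 10900 genes in the PFC and 11869 in the Hypo. The model of edgeR 4.0.16 (TMM normalization, estimateDisp, glmQLFit with robust estimation, glmQLFTest) held the 4 groups of sex and genotype, RIN, and 2 surrogate variables from sva 3.50.0, estimated with sex, genotype, their interaction, and RIN in the full model and RIN in the null model. The contrasts were the interaction, the effects of genotype and of sex averaged over the other factor, and the effect of genotype in each sex. The difference of the interaction between the tissues was tested on 9342 genes in all libraries with RIN as the covariate. p-values were adjusted by the method of Benjamini and Hochberg, and a gene was called at an adjusted p under 0.05. Storey's q-value was computed from the same p-values with a smoothing spline. The alternatives used limma 3.58.1 (voom), DESeq2 1.42.0 (Wald test), RLE factors, no, 1, or 3 surrogate variables, a null model without RIN, the first 2 principal components of 8 quality measures, other filters, the share of reads on the expected strand as a covariate, an offset that removed the trend of each library on GC content and length, and the fits that each left out 1 library.

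Gene sets were tested with Fisher's exact test on the genes tested, one-sided for enrichment for lists and two-sided for chromosomes, and with limma's camera (preset correlation 0.01, voom values), fry, and camera with an estimated correlation. From the paper's Table S6, the lists with as many genes as Table S4 gives were used: ptLGD, dup15q DE+, DHT DE−, EST DE+, and EST DE−. Incomplete lists were left out. Lists of marker genes of 15 cell types and tissues, with 162 genes, were written before the test and are the ones named with their results in the text: astrocytes, oligodendrocyte precursors, oligodendrocytes, microglia, endothelium and mural cells, excitatory neurons, inhibitory neurons, immediate early genes, blood, ependyma, meninges, striatum, thalamus, choroid plexus, and pituitary. Measures per library were compared with exact permutation tests of the genotype labels within each sex (63504 arrangements in the PFC, 15876 in the Hypo), and correlations across libraries with 1e+05 permutations. To see how often other groupings gave as much, the genotype labels were redrawn within each sex, or the sex labels within each genotype, as 100 splits with the real one among them, and once more for the PFC without WT female 397. In the splits, counts of genes with the trend removed came from fits with the offset. Shifts of gene sets with the trend removed were instead residuals of the edgeR interaction after a regression on GC content and length across genes. The permutations were run in R. Python 3.11.15 read the annotation and the paper's tables, and the figures were drawn with matplotlib 3.10.9.

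The genes named are those for which the paper gives RNA-seq values, the receptors Esr1, Esr2, and Pgr, the genes that check the sex labels (Xist, Ddx3y, Uty, Kdm5d, and Eif2s3y), and in each tissue the 5 genes per direction with the smallest p among those called for the interaction, genotype, and sex. A gene outside this rule is marked where it is named. Some genes under this rule are not reported here. Counts of calls and counts over a list of genes include them, and the results on named genes under other settings do not.

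The counted reads per library were 36.89 to 69.1 M in the PFC (median 57.6 M) and 39.0 to 380.8 M in the Hypo (median 68.9 M). At this depth the spread between mice, not the sampling of reads, sets the precision. Between libraries of a group, the squared difference of counts was 11.1 to 500 times the sampling noise over 72 pairs. The model was tested on simulated data made from the same libraries with 200 changed genes of 1 on the log2 scale. In the PFC 153 of 200 (76.5%) were recovered with 9 false among 162 calls, and in the Hypo 84 of 200 (42.0%) with 5 false among 89 calls, so changes of that size would be missed more often in the Hypo. Storey's q-value was tested on p-values drawn independently of each other, not on simulated counts. Shares of unchanged genes of 40, 60, and 90% were estimated as 36.7, 60.4, and 89.3%. Among the calls, 5.66, 4.02, and 5.31% were false. This does not show how the q-value behaves where genes vary together, as they did along GC content here.

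The pairing of the tissues by mouse was checked on the 13 mice with both. Within mice the residuals of the PFC and Hypo libraries had a median correlation across genes of −0.0619 (−0.564 to 0.424), against −0.000273 between different mice, and 3 of the 13 were above 0.1. The consensus correlation was −0.183. The libraries of a mouse were treated as independent, and a fit with the mouse as a block was run beside it. All libraries were kept. The 260 genes without annotation were kept in the tests and left out of the chromosome and GC counts where they applied.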

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

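Among the tests in this part, those of the share of reads on the expected strand, of the genes at an unadjusted p under 0.05 and at Storey's q (apart from the test of cell types), of the splits for the GC trend, of the X chromosome by splits and by quality, of the immediate early genes by quality, of the DHT DE− genes, and of glial against neuronal markers, and those of the immediate early genes with the trend removed, were chosen only after the result was seen.

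In 72 groups of 4 or 5 libraries, a library far from its group was found 8 times, where chance gives about 3.6. In the Hypo, Ube3a2X female 420 had 380.819 M counted reads (next library 125.671 M), and WT female 471 had 39.0483 M (next 68.2386 M). In the same tissue, WT male 423 had a RIN of 6.8 (next 8.8), and Ube3a2X female 462 had 97.7252% of reads on the expected strand (next 98.7371%). Hypo WT male 251 had a Shank3 log2-CPM, with TMM, of 6.18 (next 5.75). In the PFC, Ube3a2X male 258 had 92.1% of reads on the expected strand (next 98.2%), WT female 395 had 95.6% (next 93.2%), and Ube3a2X female 468 had a slope of −0.47 log2 units per 10 points of GC content (next −0.11). Library size did not separate the groups in the PFC in a way that would give the interaction. The library totals had an exact two-sided permutation p of 0.496 for the interaction, and the strand share had 0.285. The interaction of all genes was as strongly related to the dependence of genes on the strand share in 94 of 100 splits. That dependence was estimated within groups. In PFC WT libraries the share spanned 92.5 to 95.6%, and higher shares, up to 99.1%, were found only in Ube3a2X libraries. The strand share as a source thus cannot be excluded by this test. In the Hypo, leaving out WT female 471 left 330 genes at an unadjusted p under 0.05 for the interaction, against 871 with it. What set these single libraries apart stays open, and no biological explanation was tested.

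Sequencing quality differed between the sexes in how it changed with genotype in the PFC. The second quality component had an interaction of −3.09 (exact two-sided permutation p = 0.00466, adjusted p = 0.0350 over 13 measures), from −2.58 in males (exact p = 0.00794) and 0.508 in females (exact p = 0.421). The percent of intergenic bases, which with intronic bases weighs most in that component, had an interaction of −0.345 (exact p = 0.00539, adjusted p = 0.0350), from −0.215 in males and 0.130 in females. The component may track the interaction genes, since their interaction was related across genes to the dependence on this component (r = −0.666), more strongly than in any other of 100 splits. With the 2 quality components in the model, 365 genes had an unadjusted p under 0.05 for the interaction and 53 of 100 splits gave as many. The first quality component showed less, with as strong a relation in 10 of 100 splits. Its own interaction was 0.871 (exact two-sided permutation p = 0.624), from −0.135 in males (exact p = 0.968) and −1.01 in females (exact p = 0.484). The first surrogate variable, which followed it (Pearson r = 0.968), was in the model that gave 2765 genes at an unadjusted p under 0.05. With RIN only there were 2330. These values argue against the first component as the source of those genes. A difference in the tissue taken or in the RNA of Ube3a2X males would change the quality measures and was not tested.

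For the PFC interaction itself, 0 genes were called, which all 100 of 100 splits reach. By qRT-PCR and Western blot in other animals, the paper found comparable Ube3a mRNA and protein in the frontal cortex of male and female Ube3a2X mice. In the libraries used here, a different rise of Ube3a in the sexes stays open. Its own interaction was −0.44 (SE 0.310; adjusted p = 0.374 in edgeR, where no gene passed), −0.70 to −0.04 over the alternatives, and −0.65 (without Ube3a2X female 462) to −0.10 (without Ube3a2X male 258) without 1 library. With 0 calls, the tables could not decide on GC content or gene length bias (0 calls after the trend was removed), on a single library (up to 1716 calls, without WT female 93), or on a different mix of cells in the dissected tissue (adjusted p of 0.00279 for oligodendrocyte precursor genes, which was not under 0.05 with fry). At an unadjusted p under 0.05, 2765 genes were found, as many as in 2 of 100 splits, which argues against the grouping alone. Other explanations stay open. With the GC and length trend removed, 1418 genes were left, and 6 of 100 splits gave as many. Without WT female 397, 661 genes were left, and 33 of 100 splits of the other 19 libraries gave as many, so a single library may carry most of the count. For a different mix of cells in the dissected tissue, 13 of 100 splits had as large a difference of glial and vessel markers from neuronal markers, or 1 of 100, the real one, with the trend removed, and this cannot be told apart from a change within the cells. At Storey's q under 0.05, 979 genes were found, as many as in 2 of 100 splits, and with a single library left out the lowest count was 0, in 13 of 20 fits. It was also 0 with 3 surrogate variables, with the quality components, and with the trend removed. A biological interaction of sex and genotype also stays open.

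The PFC interaction rose with the GC content of the genes (r = 0.590 across genes), from a median of −0.19 in the third of genes with the lowest GC to 0.18 in the third with the highest. Of 100 splits, 1 gave as large a correlation, the real one, and the largest other was 0.472. GC content and length together held 38.1% of the variance of the interaction across genes. Leaving out 1 library gave r from 0.351 (without WT female 397) to 0.633 (without WT female 93), and the model with quality components 0.178. The slopes of the libraries on GC content had an interaction of 0.31 (exact two-sided permutation p = 0.0298, adjusted p = 0.134 over 8 tests), with −0.20 in females (exact p = 0.0317) and 0.12 in males (exact p = 0.262). Leaving out Ube3a2X female 468 alone gave r = 0.536, so that library by itself did not carry the correlation. A few libraries with an extreme GC trend together cannot be told apart from a trend of the group with 5 libraries in each. A trend on GC content may come from amplification or sequencing, or from a change in a class of genes that share their GC content, and the tables do not separate these.

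X chromosome genes had a shift of −0.129 in the PFC interaction (camera adjusted p = 1.23e-04). In edgeR, from which the shifts of the splits were taken here and below, it was −0.135, and 1 of 100 splits, the real one, gave as large a one. The odds ratio of the X among M−F+ genes, 1.16 on the log2 scale, was as far from 0 in 23 of 100 splits. The difference in the share of M−F+ genes between the X and autosomes was 11.2 points, as large in 1 of 100, the real one. It also grows with the number of genes at an unadjusted p under 0.05, 2765 in the real split against a median of 449 in the others, and does not single out the X by itself. The GC trend may account for most of the shift. With the trend removed from these fold changes by a regression across genes, here and for the shifts of the splits below, the shift was −0.02. Of 100 splits, 14 gave as large a one. With the quality components in the model, the adjusted p in camera was 0.619 and the shift −0.06. Genes of the X had a median of −0.20 against −0.18 for autosomal genes at low GC, −0.05 against −0.00 at middle GC, and 0.08 against 0.18 at high GC. They were lower in each part, and an effect on the X chromosome beyond the trend stays open.

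The DHT DE− genes had a shift of 0.163 (camera adjusted p = 0.00370). In edgeR it was 0.159, and 1 of 100 splits, the real one, gave as large a one. Their GC content is higher than that of other genes, and with the trend removed the shift was 0.03 in camera and 0.02 in edgeR, where 33 of 100 splits gave as large a one, so the GC trend may account for this shift too. A response to androgens was not tested.

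Immediate early genes had a shift of −1.13 (10 of 12 genes tested; camera adjusted p = 0.00279, but 0.647 with an estimated correlation and 0.277 with fry), lower in Ube3a2X males and higher in Ube3a2X females. The largest were Fos (−1.72), Npas4 (−1.32), Btg2 (−1.21), and Arc (−1.09). Btg2 was the 1 gene at an unadjusted p under 0.05, with 0 genes past the adjusted threshold in edgeR. Egr4 (−0.02) and Junb (−0.51) did not follow the pattern and were lower in Ube3a2X mice of both sexes. The shift of the list remained with the second quality component in the model (adjusted p = 0.000998 in camera). In edgeR the shift was −0.998. It was not carried by a single library, since the smallest in edgeR with 1 library left out was −0.724 (without Ube3a2X male 238) and the largest −1.52 (without Ube3a2X male 267). With all libraries, 8 of 100 splits gave as large a one, so the grouping alone could give it. With the GC and length trend removed it was −1.126, and 4 of 100 splits gave as large a one, which argues against the grouping alone for that value. In the per-library values the exact two-sided permutation p was 0.0503 (adjusted p = 0.134). Handling or arousal before tissue collection was not tested.

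Genes of oligodendrocyte precursors (0.461), astrocytes (0.246), endothelium and mural cells (0.309), and microglia (0.197) were shifted upward in the PFC interaction. With 3 surrogate variables the shifts were 0.191, 0.0126, 0.0692, and 0.00845, and none passed in camera. The most abundant genes of the first 3 lists were Pdgfra (62.9 CPM), Slc1a2 (4337 CPM), and Rgs5 (133 CPM), none of the genes of the 4 lists was in another list, and all were expressed in the tissue. In edgeR the shifts were 0.445, 0.260, 0.314, and 0.207, and 1, 4, 3, and 6 of 100 splits gave as large ones, or 1, 2, 2, and 3 with the GC and length trend removed. Over 54 glial and vessel markers against 22 neuronal ones, the difference was 0.241, and 13 of 100 splits gave as large a one, so the grouping alone may give it. GC content and length are argued against as the source, since the difference was 0.391 with the trend removed. As large a one was then found in 1 of 100 splits, the real one, with 0.318 as the largest other, which argues against the grouping alone for the difference beyond the trend. In the per-library values, the glial markers had an interaction of 0.30 (exact two-sided permutation p = 0.0458, adjusted p = 0.134), with 0.24 in males (exact p = 0.0397) and −0.06 in females. A different share of glia in the dissected tissue and a change in glial expression both stay open.

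The gene 9330162G02Rik, which the paper does not discuss, had a genotype log2 fold change of 0.853 in the PFC (adjusted p = 0.0305 in edgeR). It lies on the opposite strand of Ube3a and overlaps it. Reads of Ube3a on the unexpected strand could be counted for it. Their number was estimated as the Ube3a reads of a library times its share of reads on the unexpected strand, and was not counted. In Ube3a2X libraries 9330162G02Rik gained 935 scaled reads, 0.560 times the gain of 1671 estimated for Ube3a on that strand. All Ube3a reads entered this estimate, though 9330162G02Rik overlaps only a part of Ube3a, so the estimate is likely too high. Reads shared with the overlapping Ube3a gene thus cannot be told apart by amount from the expression of 9330162G02Rik itself. As the whole cause, such misplaced reads are unlikely. The 5 Ube3a2X libraries with no more of them than WT libraries had a mean of 2142 scaled reads (1650 to 2666) against 1411 (881 to 1751) in the 10 WT libraries (exact two-sided permutation p = 0.00133 over 3003 arrangements). Across the 10 Ube3a2X libraries, the relation of the reads to the misplaced ones had Pearson r = 0.569 (permutation p = 0.0869) and Spearman rho = 0.188 (p = 0.607), and r was −0.064 without 2 libraries. Whether counting used the strand is not stated in the paper, and a transcript read through from the added copies of Ube3a stays open.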

How the results depend on the processing

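The tests with Storey's q-value, the other reading of the filter, the strand share, the GC and length trend, the unadjusted p as a threshold, and the further models for sets and lists were chosen only after the results were seen.

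The PFC interaction gave 0 calls in all but DESeq2 (831) and Storey's q (979) of the alternatives, and 0 to 1716 with 1 library left out (highest without WT female 93). The count at Storey's q was 0 with RIN only, neither surrogate variables nor RIN, 3 surrogate variables, the quality components, filterByExpr, the strand share with RIN, and the trend removed, 796 with limma-voom, and 1584 with DESeq2, and 0 to 3425 with 1 library left out. In a grid of 34 fits over filters, numbers of surrogate variables, and tests, 0 had calls. The grid holds the main fit and several of the alternatives as well. The smallest adjusted p was 0.0661 to 0.649 over its fits, and 556 to 4306 genes had an unadjusted p under 0.05. Over the alternatives that number was 365 to 4199, and 661 (without WT female 397) to 3768 (without WT female 93) with 1 library left out. The Hypo interaction gave 0 calls except for 1 with the other reading of the filter and limma-voom and, at Storey's q, 1 with the other reading in edgeR as well, and 0 in each fit that left out 1 library, with 330 (without WT female 471) to 1544 (without WT female 262) genes at an unadjusted p under 0.05. Over the alternatives that number was 131 (RIN only) to 2723 (the quality components). For the difference between the tissues, the fits that left out 1 library gave 0 to 1 calls (1 without PFC Ube3a2X male 258), and 172 (without PFC WT female 395) to 500 (without Hypo WT female 471) genes at an unadjusted p under 0.05, against 271 with all libraries and 1362 with filterByExpr. With the mouse as a replicate block, which allows for the pairing of libraries, there were 0 calls (204 genes at an unadjusted p under 0.05), and 0 without the block in limma-voom (264), so blocking changed no call.

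For the genotype effect in the PFC (2 calls), DESeq2 gave 32, 3 surrogate variables 6, filterByExpr 1, the other reading of the filter with limma-voom 123, the strand share added 1, the strand share with RIN 1, the GC and length trend removed 4, and the fits that left out 1 library 1 to 15 (highest without Ube3a2X male 258). In the Hypo (1 call), DESeq2 gave 5, the quality components 2, filterByExpr 2, the strand share with RIN 2, and the fits without 1 library 1 to 12 (without WT male 403). In PFC males (2 calls), DESeq2 gave 241, no variance filter 15, the other reading with limma-voom 186, Storey's q 20, and 1 was called with RIN only, with neither surrogate variables nor RIN, with 1 or 3 surrogate variables, with the quality components, filterByExpr, both strand models, the trend removed, and males alone; without 1 library there were 1 to 26 (without Ube3a2X male 253). In PFC females (1 call), DESeq2 gave 7, and RIN only, the other reading, the strand share with RIN, and the trend removed gave 2 each, and 1 to 7 were called without 1 library (7 without WT female 93). In Hypo males (0 calls, 1083 at an unadjusted p under 0.05), DESeq2 gave 17, the strand share with RIN 2, and limma-voom, no surrogate variables and no RIN, 1 surrogate variable, the other reading with limma-voom, and Storey's q gave 1 each, with 0 to 48 without 1 library (48 without WT male 403). In Hypo females (1 call), DESeq2 gave 2, and 0 (without WT female 262) to 2 (without Ube3a2X female 462) were called without 1 library.

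For sex in the PFC (10 calls), DESeq2 gave 41, RIN only 4, neither surrogate variables nor RIN 4, filterByExpr 24, the other reading 23, the other reading with limma-voom 26, and the strand share with RIN 0, with 5 (without WT male 251) to 16 (without Ube3a2X female 462) without 1 library. In the Hypo (276 calls), DESeq2 gave 661, RIN only 12, neither surrogate variables nor RIN 13, 1 surrogate variable 108, 3 surrogate variables 551, the quality components 63, both strand models 95, and Storey's q 482, with 90 (without WT female 398) to 667 (without WT male 403) without 1 library.

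For the 40 results on named genes, 596 values under other settings kept their direction and their side of the threshold, 12 passed it newly, 28 no longer did, and 6 changed direction. With 1 library left out, 728 kept both, 28 passed newly, and 16 no longer did. The changes of direction in the PFC interaction were Scn2a and Mef2c with 3 surrogate variables (0.00946 and 0.0144), Cul3 and Tcf4 with the trend removed (0.0175 and 0.0330), and Esr1 with the strand share and RIN (0.0113). In the Hypo it was the interaction of Ube3a with the strand share and RIN (0.112). For genes whose interaction a single library decides, WT female 397 mattered most: without it, Shank3 had 0.36, Dlg4 0.09, Chd3 0.23, and Gabrb2 −0.08.

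For gene sets, 226 values kept their direction and side, 17 passed newly, 18 no longer did, and 38 changed direction. The X shift of −0.13 was no longer past the threshold with an estimated correlation (−0.129), with the quality components (−0.0554), 3 surrogate variables (−0.0465), or the trend removed (−0.0205). The shift of DHT DE− genes was not with an estimated correlation or fry (0.163), the quality components (0.0262), 3 surrogate variables (0.0331), or the trend removed (0.0271). The shift of ptLGD genes passed with 3 surrogate variables (0.0567) and changed direction with the quality components (−0.0241), and that of dup15q DE+ genes changed direction with RIN only (−0.0949) and passed with the trend removed (0.0592). The shift of EST DE+ genes passed with fry (−0.168), no variance filter (−0.0901), 3 surrogate variables (−0.108), and the trend removed (−0.0773), and that of EST DE− genes with fry (−0.127), 3 surrogate variables (−0.119), and the trend removed (−0.0984). Among markers, the shifts of oligodendrocyte precursors, astrocytes, endothelium and mural cells, and microglia did not pass with fry, with an estimated correlation, or with 3 surrogate variables (0.191, 0.0126, 0.0692, and 0.00845), and that of oligodendrocyte precursors did not with the quality components (0.276). The shift changed direction for blood with RIN only (0.315) and the quality components (0.134), where its main direction in camera was downward, for ependyma with 3 surrogate variables (−0.175), for excitatory neurons with RIN only (−0.0943), the quality components (−0.245), and the trend removed (−0.0730), for meninges with RIN only (0.195), the other reading (0.102), and the quality components (0.818), for oligodendrocytes with RIN only (−0.203), the quality components (−0.697), and 3 surrogate variables (−0.0484), and for striatum with RIN only (−0.00790), the quality components (−0.329), and 3 surrogate variables (−0.00294).

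The odds ratio of the X among M−F+ genes no longer passed with 3 surrogate variables (2.00), the quality components (1.80), or the trend removed (1.60), and was 1.78 (without WT female 397) to 2.54 without 1 library; among M+F− genes it did not pass under the same 3 models (0.317, 0.702, and 0.821), and was 0.199 (without WT male 245) to 0.805 (without WT female 397). For DHT DE− among M+F− genes, the threshold was not passed with limma-voom (1.73), the quality components (1.78), the strand share added (1.69), the strand share with RIN (1.81), the trend removed (1.23), or the DESeq2 calls (1.01). The direction changed with 3 surrogate variables (0.711), Storey's q (0.709), and limma-voom with Storey's q (0.971), and the fits without 1 library gave 0.374 (without WT female 397) to 2.25, with 0.667 without Ube3a2X male 238; among M−F+ genes they gave 0.163 (without WT female 93) to 1.16 (without WT female 397). For ptLGD among M+F− genes, it was not passed with RIN only (1.76), neither surrogate variables nor RIN (1.79), 3 surrogate variables (2.31), the strand share with RIN (2.17), or the trend removed (1.66), the direction changed with the quality components (0.591), and the range without 1 library was 2.01 to 3.81 (without WT female 397 and without Ube3a2X male 238). Among M−F+ genes, whose odds ratio was 1.03, ptLGD fell under 1 with DESeq2 (0.920), RLE factors (0.949), 3 surrogate variables (0.325), the null model without RIN (0.963), the quality components (0), the strand share added (0.910), the strand share with RIN (0.964), the trend removed (0.168), the DESeq2 calls (0.631), Storey's q (0.632), and limma-voom with Storey's q (0.467), and ranged from 0.226 (without WT female 397) to 1.53 without 1 library. For dup15q DE+ among M+F− genes, it fell under 1 with RIN only (0.856), neither surrogate variables nor RIN (0.858), 3 surrogate variables (0.936), no variance filter (0.969), the strand share added (0.815), the strand share with RIN (0.877), the DESeq2 calls (0.647), Storey's q (0.939), and limma-voom with Storey's q (0.951), passed with 1 surrogate variable (2.05), filterByExpr (2.14), and the trend removed (2.21), and ranged from 0.524 (without Ube3a2X male 238) to 1.86 (without Ube3a2X female 462, where it passed); among M−F+ genes the range was 0.202 (without WT female 259) to 0.882. For EST DE− and EST DE+ among M−F+ genes, the quality components gave 0 each. The threshold was passed for EST DE+ with DESeq2 (2.72), no variance filter (2.73), filterByExpr (3.33), the trend removed (4.37), and in 6 fits without 1 library (Ube3a2X male 253, WT male 403, or Ube3a2X female 272, 417, 420, or 468), and for EST DE− with filterByExpr (2.82). They had ranges without 1 library of 1.10 (without Ube3a2X female 462) to 3.61 and of 1.62 (without WT female 259) to 3.56; among M+F− genes the ranges were 0 (without Ube3a2X male 238) to 0.999 and to 0.826. For each of these changes, the cause was not tested, apart from the fewer or more genes tested under another filter and the fewer samples in the fits for 1 sex or without 1 library.

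The overlaps of the X and of the lists with calls of limma-voom, of the model without surrogate variables, without the variance filter, and at an adjusted p under 0.01 were not run, since these gave 0 calls. With 4 or 5 libraries per group, changes of 1 on the log2 scale in simulated data were recovered for 76.5% of genes in the PFC and 42.0% in the Hypo, which limits what the 0 calls in the Hypo can exclude.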

Differences from the paper's values

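The comparisons with Storey's q-value, the other reading of the filter, the strand share, and the GC and length trend were chosen only after the values were seen. Fold changes in the paper's Tables S1 to S3 are given there as WT minus Ube3a2X or with their own sign, and are given here as Ube3a2X minus WT and male minus female. The interaction of Table S1 matched the one computed here on 1119 of 1235 genes in the copy used (r = 0.997 across genes, median absolute difference 0.0308 on the log2 scale, the same sign in 100%).

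The paper gives 2625 genes called for the PFC interaction, against 0 here, with 2765 at an unadjusted p under 0.05. None of the alternatives set before the data were examined closed the gap. The highest were DESeq2 with 831 and the fit without WT female 93 with 1716. Storey's q-value, chosen after seeing the values, gave 979 with all libraries, and with 1 library left out it closed the gap without Ube3a2X male 253 (2377), Ube3a2X female 462 (2341), and WT female 93 (3425). For the classes, the paper's Table S4 gives 1550 PFC M-F+ genes against 0 here, where DESeq2 gave 451, Storey's q (chosen after seeing the values) 449, and no alternative with the Benjamini-Hochberg threshold closed the gap, and 1172 PFC M+F- genes against 0 here, where DESeq2 gave 375, Storey's q 524, and the fit without WT female 93, with 809, was the 1 alternative with that threshold that came within 1.5 times the paper's number. At Storey's q, chosen after seeing the values, the gap was closed for both classes without Ube3a2X male 253 (1270 and 1078), Ube3a2X female 462 (1120 and 1189), and WT female 93 (1749 and 1604), and for the second without Ube3a2X female 417 (840). The class sizes of the paper's Table S4 do not add up to the 2625 genes that the paper gives.

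For the overlap of EST DE− genes with M−F+ genes, the paper gives an odds ratio of 1.33, and 2.79 was found here on the genes at an unadjusted p under 0.05. Of the alternatives set before the data were examined, RIN only (1.63), neither surrogate variables nor RIN (1.88), 1 surrogate variable (1.41), no variance filter (1.91), and 8 of the 20 fits without 1 library closed the gap, and limma-voom, DESeq2, RLE factors, 3 surrogate variables, the null model without RIN, the quality components, and filterByExpr did not. The other reading of the filter (1.70), the strand share added (1.82), and the strand share with RIN (1.97), chosen after seeing the values, closed it too. With M+F− genes, the paper gives 0.389, against 0.820 here, and RIN only (0.504) and 6 fits without 1 library closed the gap, and the other alternatives did not.

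For Ube3a, the paper gives a PFC genotype log2 fold change of 2.55 (SE 0.216), against 2.34 here. RIN only (2.39), neither surrogate variables nor RIN (2.34), 1 surrogate variable (2.35), the null model without RIN (2.34), the quality components (2.35), and 9 fits without 1 library had values within the larger error, as did the GC and length trend removed (2.39; chosen after seeing the values), and limma-voom, DESeq2, RLE factors, 3 surrogate variables, no variance filter, and filterByExpr did not. The effect in females computed here was 2.56. For 9330162G02Rik the paper's Table S3 gives 1.14 (SE 0.198), against 0.85 here, the quality components (0.97) closed the gap and no other alternative did, and the effect in females was 1.12.

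For the effect of sex in the PFC, the paper's Table S2 gives for Ddx3x −0.50 (SE 0.0592), against −0.35 here, and the model with neither surrogate variables nor RIN (−0.45) alone of the alternatives set before the data were examined closed the gap. For Myl4 the paper gives −0.83 (SE 0.122), against −0.57 here, and the quality components (−0.72) and, chosen after seeing the values, the strand share with RIN (−0.75) closed it, and no other alternative did. The effect of sex in Ube3a2X mice computed here, chosen after seeing the values, was −0.46 (SE 0.0662) for Ddx3x and −0.77 (SE 0.125) for Myl4, each within the paper's error.

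The paper states that Ube3a alone passed for genotype in both tissues, and 9330162G02Rik passed in the PFC here, with an adjusted p of 0.0305 in edgeR. The paper names Tsc2 among the interaction genes, and in the PFC here Tsc2 was removed for its low variance. The paper names 16 other genes and Gabra4 as called for the interaction, and of these 0 passed over all genes here (12 had an unadjusted p under 0.05). Fmr1 (adjusted p = 0.000931), Shank3 (0.0207), Cul3 (0.0358), Gria2 (0.0193), Smarcc2 (0.0349), and Deaf1 (0.00260) passed in DESeq2, and these 6 also passed at Storey's q, chosen after seeing the values. Scn2a, Gabra4, Gabrb2, and Dlg4 were among the genes that passed with these 6 without WT female 93; without Ube3a2X male 253 the same 6 and Gabra4 passed, and without Ube3a2X female 462 Fmr1, Shank3, Gria2, Deaf1, and Gabrb2 did. Of the 17 genes, 11 passed with DESeq2 at Storey's q, and at Storey's q in edgeR 12 without Ube3a2X male 253, 13 without Ube3a2X female 462, and 16 without WT female 93, settings chosen after seeing the values. Of the receptors, Pgr passed without WT female 93. The paper states that M+F− genes were spread evenly over the chromosomes, and at an unadjusted p under 0.05 chromosomes 7, 11, 17, and 19 had more of them here. Fig. 4C of the paper marks chromosome 14 among those with more M−F+ genes, where the odds ratio here was 1.26 (two-sided Fisher's exact test, adjusted p = 0.174). The paper states that both surrogate variables were strongly related to many quality components, and here 1 of 8 passed for the first in the PFC, 0 of 8 for the second, and 0 of 8 for each in the Hypo. The paper gives a lower bound for RIN that 1 PFC library, with 6.7, lies under.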

Other observations

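In this part, the tests of Tables S2 and S3 and of the paper's adjusted p were chosen only after the result was seen.

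The counts of called genes were set against 100 splits of the labels. For the genotype effect in the PFC, 4 of 100 splits gave as many calls as the real one, for sex 4, for genotype in males 3, and for genotype in females 6. In the Hypo, the genotype effect had 5, sex 4, genotype in males, with 0 calls (1083 genes at an unadjusted p under 0.05), 100, and genotype in females 6. For the Hypo interaction and for the difference of the interaction between the tissues, with 0 calls each (871 and 271 genes at an unadjusted p under 0.05), all 100 splits gave as many. By genes at an unadjusted p under 0.05, as many were found in 31 of 100 splits for the Hypo interaction and in 59 for the difference between the tissues.

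The log2 fold changes of the paper's Table S3 differed from the genotype effect averaged over the sexes by a median of 0.162 on the log2 scale over 1290 matched genes, and from the effect in females by 0.0127 (r = 0.997 across genes), in line with the hypothesis that the table holds the genotype effect in females. Those of Table S2 differed from the sex effect averaged over genotypes by 0.191 over 1307 matched genes and from the sex effect in Ube3a2X mice by 0.0302 (r = 0.996), in line with the hypothesis that it holds the sex effect in Ube3a2X mice. The copy of Table S1 holds 177 complete runs of tied adjusted p. At the end of each, adjusted p times rank over p would give the number of genes tested under Benjamini-Hochberg. Those ends lay at 5096 to 5106, under that number, which argues against the method of Benjamini and Hochberg over those genes. In Table S2 they lay at 5337 to 5350 (436 runs) and in Table S3 at 7206 to 7255 (78 runs). Within a table they were nearly constant. Storey's q-value would give this form, since it scales the adjusted p by 1 estimated share, but the method used was not identified.

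The further marker lists were tested in the PFC interaction with camera (13 lists, Benjamini-Hochberg). Genes of blood (4 of 5 tested; most abundant Hbb-bs, 41.1 CPM) had an adjusted p of 0.839, ependyma (2 of 10; Rarres2, 3.27 CPM) 0.936, meninges (6 of 10; Igf2, 56.9 CPM) 0.936, striatum (8 of 12; Pde10a, 66.7 CPM) 0.839, and thalamus (9 of 10; Rora, 104 CPM) 0.410, with shifts of 0.07, 0.01, −0.02, 0.05, and 0.31 on the log2 scale. In edgeR the thalamus shift was 0.295, and 2 of 100 splits gave as large a one, or 3 with the GC and length trend removed. For blood, ependyma, meninges, and striatum, 93, 100, 96, and 38 of 100 splits gave as large a shift. Of the genes of choroid plexus (Enpp2, 263 CPM) and pituitary (Chgb, 516 CPM), 1 of 12 each was tested, and no set test was made.

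In the PFC, 6 Ube3a2X libraries (males 238, 253, 267, and 402 and females 462 and 468) had 97.4 to 99.1% of reads on the expected strand, and the other libraries, with all WT ones among them, 91.5 to 95.6%. In males the difference between genotypes was 3.87 points (exact two-sided permutation p = 0.0476, not adjusted). In the Hypo, the interaction of the strand share had an exact p of 0.0145 (adjusted p = 0.188 over 13 measures). For 9330162G02Rik in the Hypo, the genotype log2 fold change was 0.84 and did not pass the threshold (adjusted p = 0.510 in edgeR).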
